# Estrogen receptor alpha in the brain mediates tamoxifen-induced changes in physiology in mice

**DOI:** 10.7554/eLife.63333

**Published:** 2021-03-01

**Authors:** Zhi Zhang, Jae Whan Park, In Sook Ahn, Graciel Diamante, Nilla Sivakumar, Douglas Arneson, Xia Yang, J Edward van Veen, Stephanie M Correa

**Keywords:** tamoxifen, hypothalamus, estrogen receptor alpha, thermoregulation, physical activity, bone, Mouse

## Abstract

Adjuvant tamoxifen therapy improves survival in breast cancer patients. Unfortunately, long-term treatment comes with side effects that impact health and quality of life, including hot flashes, changes in bone density, and fatigue. Partly due to a lack of proven animal models, the tissues and cells that mediate these negative side effects are unclear. Here, we show that mice undergoing tamoxifen treatment experience changes in temperature, bone, and movement. Single-cell RNA sequencing reveals that tamoxifen treatment induces widespread gene expression changes in the hypothalamus and preoptic area (hypothalamus-POA). These expression changes are dependent on estrogen receptor alpha (ERα), as conditional knockout of ERα in the hypothalamus-POA ablates or reverses tamoxifen-induced gene expression. Accordingly, ERα-deficient mice do not exhibit tamoxifen-induced changes in temperature, bone, or movement. These findings provide mechanistic insight into the effects of tamoxifen on the hypothalamus-POA and indicate that ERα mediates several physiological effects of tamoxifen treatment in mice.

## eLife digest

Estrogen is a hormone often known for its role in female development and reproduction. Yet, it also has an impact on many biological processes such as immunity and the health of bones, the heart, or the brain. It usually works by attaching to receptor proteins in specific cells. For instance, estrogen-responsive cells are present in the hypothalamus, the brain area that controls energy levels as well as the body’s temperature and internal clock. Breast cancer cells are also often sensitive to estrogen, with the hormone fuelling the growth of tumors.

The drug tamoxifen blocks estrogen receptors, stopping cells from responding to the hormone. As such, it is often used to reduce the likelihood that estrogen-dependent breast cancer will come back after treatment. However, its use can induce hot flashes, changes in bone density, fatigue and other life-altering side effects.

Here, Zhang et al. investigated how estrogen receptors in the hypothalamus and a related region known as the preoptic area could be responsible for these side effects in mice. When the rodents were given tamoxifen for 28 days, they experienced changes in temperature, bone density and movement similar to those found in humans. In fact, genetic analyses revealed that the drug altered the way genes were turned on and off in certain cells types in the hypothalamus. Crucially, mice whose hypothalamus and preoptic area lacked estrogen receptors did not experience these behavioral and biological alterations.

The findings by Zhang et al. help to understand how the side effects of tamoxifen emerge, singling out estrogen receptors in particular brain regions. This result could help to develop new therapies so that breast cancer can be treated with a better quality of life.

## Introduction

Tamoxifen is a selective estrogen receptor modulator that has been used for effective treatment of hormone responsive breast cancers for more than 40 years (Jordan, 2003). As an adjuvant, tamoxifen therapy can decrease the incidence of breast cancer recurrence by up to 40% (Davies et al., 2011). This exceptionally effective therapy remains standard of care for people with hormone-responsive cancers, and reduction of recurrence persists for at least 10 years of continuous tamoxifen treatment (Davies et al., 2013; Chlebowski et al., 2014; Gierach et al., 2017). In contrast to these benefits, tamoxifen therapy has been associated with a variety of negative side effects, including increased risk for hot flashes (Love et al., 1991; Howell et al., 2005; Francis et al., 2015), endometrial cancer and venous thromboembolic events (Fisher et al., 1998; Cuzick et al., 2007), bone loss (Powles et al., 1996), and fatigue (Haghighat et al., 2003). These responses markedly impact quality of life. Accordingly, ~25% of eligible patients fail to start or complete this life-saving therapy due to side effects and safety concerns (Friese et al., 2013; Berkowitz et al., 2021). The tissues and cells that mediate these negative side effects remain unclear. Unraveling the cells and mechanisms that mediate the positive effects of tamoxifen from those that mediate the negative side effects is necessary for understanding the multifaceted effects of tamoxifen therapy on physiology. Ultimately, this knowledge could lead to the design of new or adjuvant therapies that circumvent the side effects, improve patient quality of life, and perhaps enhance survival via increased patient compliance.

Within the brain, the hypothalamus and preoptic area (hypothalamus-POA) is highly enriched for estrogen receptor expression and represents an excellent anatomical candidate for mediating many of the side effects of tamoxifen therapy in humans. Estrogen receptor alpha (ERα) signaling regulates body temperature (Bowe et al., 2006; Musatov et al., 2007; Mittelman-Smith et al., 2012; Martínez de Morentin et al., 2014), physical activity (Musatov et al., 2007; Correa et al., 2015; van Veen et al., 2020), and bone density (Farman et al., 2016; Zhang et al., 2016; Herber et al., 2019) through distinct neuronal populations. Indeed, the hypothalamus-POA is a demonstrated target of tamoxifen, leading to changes in food intake and body weight (Wade and Heller, 1993; López et al., 2006; Lampert et al., 2013) and changes in the hypothalamic-pituitary-ovarian (Wilson et al., 2003; Aquino et al., 2016) and hypothalamic-pituitary-adrenal (Wilson et al., 2003) axes. Tamoxifen has also been shown to affect gene expression in the hypothalamus; its administration blocks the estrogen dependent induction of the progesterone receptor (*Pgr*) in the ventromedial hypothalamus (VMH) and increases the expression of estrogen receptor beta (*Esr2*) in the paraventricular nucleus of the hypothalamus (PVH) (Patisaul et al., 2003; Aquino et al., 2016; Sá et al., 2016).

We hypothesized that tamoxifen alters estrogen receptor signaling in the hypothalamus-POA to mediate key negative side effects of tamoxifen therapy. To test this hypothesis, we modeled tamoxifen treatment in mice with a 28-day treatment course based on human dosage (Slee et al., 1988) and asked if mice experience physiological effects similar to humans. We measured movement, bone density, and the temperature of the body core, tail skin, and thermogenic brown adipose tissue (BAT). Profiling genome-wide expression changes of individual cells in the hypothalamus-POA using Drop-seq, a droplet-based single-cell RNA sequencing technology, revealed transcriptional changes induced by tamoxifen in multiple cell types. Finally, we show that ERα expression in the hypothalamus-POA is necessary for the tamoxifen-induced chances in gene expression in the hypothalamus-POA and the effects on thermoregulation, bone density, and movement. Together, these findings suggest that tamoxifen treatment modulates ERα signaling in the central nervous system to alter fundamental aspects of physiology and health. Dissecting central versus peripheral effects and mechanisms of tamoxifen therapy is the first step toward identifying strategies to mitigate the adverse side effects of this life-saving treatment.

## Results

### Tamoxifen treatment alters thermoregulation

To ask if mice and humans experience similar physiological effects while undergoing tamoxifen treatment, we administered tamoxifen (0.1 mg/kg) or vehicle subcutaneously, daily, for 4 weeks (Figure 1A). In humans, hot flashes are characterized by frequent and sudden increases of heat dissipation from the face and other parts of the skin, often accompanied with perspiration and a decrease in core body temperature (Stearns et al., 2002). Similarly, tamoxifen-treated mice showed significantly lower core body temperature compared to controls, as indicated by 24 hr averages from the last week of treatment (Sidak's Post-hoc: 24 hr p=0.0076, see Supplementary file 2 for detailed statistics). This difference is detected during the light phase when the animals are generally inactive (Light: p=0.0003) but not in the dark phase (Dark: p=0.1164) when movement can also influence core temperature (Figure 1B and C). In mice, heat dissipation occurs effectively via vasodilation in the tail (Gordon, 1993). As tail skin temperature is highly dependent on core and ambient temperature, heat loss is often expressed as the heat loss index (HLI): HLI = (Tskin − Tambient)/(Tcore − Tambient) (Romanovsky et al., 2002). We observed a higher HLI in mice treated with tamoxifen compared to controls (Figures 1D and E and 24 hr: p=0.005). Again, this effect was detected in the light phase but not in the dark phase (Figure 1E, Light: p=0.0088, Dark: p=0.061). Tail skin temperature also was significantly higher in tamoxifen-treated mice compared to controls during light phase (Figure 1—figure supplement 1A and B, Light: p=0.0231, Dark: p=0.0968). In addition, mice treated with tamoxifen exhibited lower temperature above the intrascapular region directly apposed to BAT depots (Figure 1F and G, t = 3.255, df = 8, p=0.0116), suggesting reduced heat production from BAT following tamoxifen treatment. Accordingly, postmortem quantitative (q)PCR analysis of BAT revealed lower expression of genes associated with thermogenesis, uncoupling protein 1 (*Ucp1*) (t = 2.738, df = 16, p=0.0146) and adrenergic receptor beta 3 (*Adrb3*) (t = 2.732, df = 16, p=0.0148) (Figure 1—figure supplement 1C), suggesting suppressed BAT thermogenesis and sympathetic tone following tamoxifen treatment (Cannon and Nedergaard, 2004). Together, these results indicate that tamoxifen treatment shifts mouse temperature balance toward increased heat dissipation and decreased heat production, consistent with the observations in humans experiencing hot flashes.

**Figure 1.**
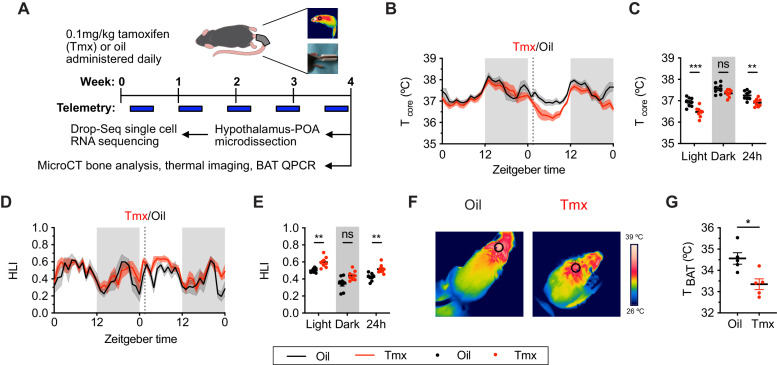
Tamoxifen treatment decreases core body temperature and increases heat dissipation. (**A**) Strategy to measure the physiological and gene expression effects of long-term tamoxifen (Tmx) treatment. Mice were treated by daily subcutaneous injection of 0.1 mg/kg tamoxifen or corn oil for 4 weeks. Core and tail temperature were measured every 5 min using telemetry probes. Snapshot of thermographic images for brown adipose tissue (BAT) temperature was obtained in last week of treatment. At the conclusion of 4-week treatment, experimental mice were sacrificed for bone analysis or single-cell RNA sequencing. (**B**) Hourly average of core body temperature over 3 days before and 3 weeks after injections (dotted line). (**C**) Average core body temperature from mice shown in panel (**B**) highlighting per animal averages in light (7:00 to 19:00), dark (19:00 to 7:00), and total 24 hr periods (n = 8, treatment: F_1,14_=11.92, p=0.0039). (**D**) Heat loss index (HLI) calculated from continuous measurements of core and tail temperature. (**E**) Average HLI from mice shown in panel (**D**) (n = 7, treatment: F_1,14_=15.52, p=0.0015). (**F**) Thermographic images of interscapular skin above BAT depots in mice injected with either oil or tamoxifen. (**G**) Quantification of temperature of skin above interscapular BAT depots (n = 5, t_8_ = 3.255, p=0.0116). In (**B** and **D**), line shading width represents standard error of the mean (SEM). ns, not significant, *, p<0.05; **, p<0.01; ***, p<0.001 for Sidak’s multiple comparison tests (**C and E**) following a significant effect of treatment in a two-way repeated measures ANOVA or two-tailed t-tests (**G**). Figure 1—source data 1.Source data for Figure 1, panel b.Hourly average of core body temperature over 3 days before and 3 weeks after injections. Each column is an independent mouse. Figure 1—source data 2.Source data for Figure 1, panel c.Average core body temperature in light, dark, and total 24 hr periods. Each column is an independent mouse. Figure 1—source data 3.Source data for Figure 1, panel d.Hourly heat loss index (HLI) calculated from continuous measurements of core and tail temperature. Each column is an independent mouse. Figure 1—source data 4.Source data for Figure 1, panel e.Average HLI over the light, dark, and 24 hr periods. Each column is an independent mouse. Figure 1—source data 5.Source data for Figure 1, panel g.Quantification of temperature of skin above interscapular brown adipose tissue (BAT) depots. Each row is an independent mouse.

**Figure 1—figure supplement 1.**
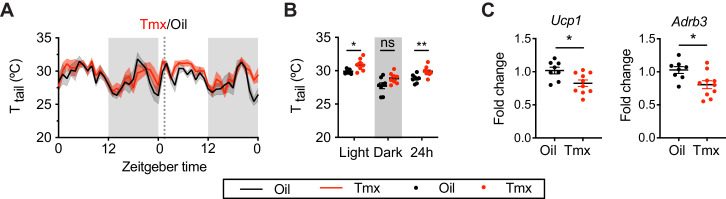
Tamoxifen increases temperature in tail and suppresses thermogenic gene expression in brown adipose tissue (BAT). (**A**) Hourly average of tail skin temperature (T_tail_) over 3 days before and 3 weeks after injections (dotted line) measured every 5 min using attached thermal logger. (**B**) Average T_tail_ from mice shown in panel (**A**) highlighting per animal averages in light, dark, and total 24 hr periods (n = 8, treatment: F_1,14_=12.87, p=0.003). (**C**) Relative mRNA expression from BAT (n = 8–10) of *Ucp1* (t_16_ = 2.738, p=0.0146) and *Adrb3* (t_16_ = 2.732, p=0.0148) following oil or tamoxifen (Tmx) treatment. ns, not significant; *, p<0.05; **, p<0.01 for Sidak’s multiple comparison tests (**B**) following a significant effect of treatment in a two-way repeated measures ANOVA or two-tailed t-tests (**C**). Figure 1—figure supplement 1—source data 1.Source data for Figure 1—figure supplement 1, panel a.Hourly average of tail skin temperature (T_tail_) over 3 days before and 3 weeks after injections measured every 5 min using attached thermal logger. Each column is an independent mouse. Figure 1—figure supplement 1—source data 2.Source data for Figure 1—figure supplement 1, panel b.Average T_tail_ in light, dark, and total 24 hr periods. Each column is an independent mouse. Figure 1—figure supplement 1—source data 3.Source data for Figure 1—figure supplement 1, panel c.Relative mRNA expression from brown adipose tissue (BAT) of *Ucp1* and *Adrb3* following oil or tamoxifen (Tmx) treatment. Each row is an independent mouse.

### Tamoxifen treatment increases bone density and decreases movement

Tamoxifen has been shown to affect bone density in rodent and human studies (Powles et al., 1996; Perry et al., 2005). Here, micro-computed tomography (microCT) scans revealed that tamoxifen treatment is associated with greater bone volume ratios in both metaphysis (t = 7.322, df = 10, p<0.0001) and diaphysis (t = 3.557, df = 10, p=0.0052) of the femur (Figure 2A–C). Tamoxifen treatment was also associated with greater number (t = 7.539, df = 10, p<0.0001) and thickness (t = 5.303, df = 10, p=0.0003), and less separation of trabecular bones (t = 7.331, df = 10, p<0.0001) in metaphysis (Figure 2B). Bone mineral density (t = 0.09262, df = 10, p=0.928) and bone area (t = 1.368, df = 10, p=0.2013) in cortical bones were not significantly affected by tamoxifen treatment (Figure 2C); however, tamoxifen treatment was associated with significantly greater cortical thickness (t = 2.451, df = 10, p=0.0342) (Figure 2A and C). Together, these data indicate that chronic tamoxifen treatment increases bone mass, consistent with previous studies showing increased bone formation and bone mass in mice following tamoxifen administration (Perry et al., 2005; Starnes et al., 2007). In addition, tamoxifen resulted in a moderate decrease in 24 hr movement (t = 3.296, df = 42, p=0.006) (Figure 2D and E). Tamoxifen-treated mice did not show significant changes in body weight compared to control mice, over 28 days of treatment (treatment: p=0.5468) (Figure 2F and G).

**Figure 2.**
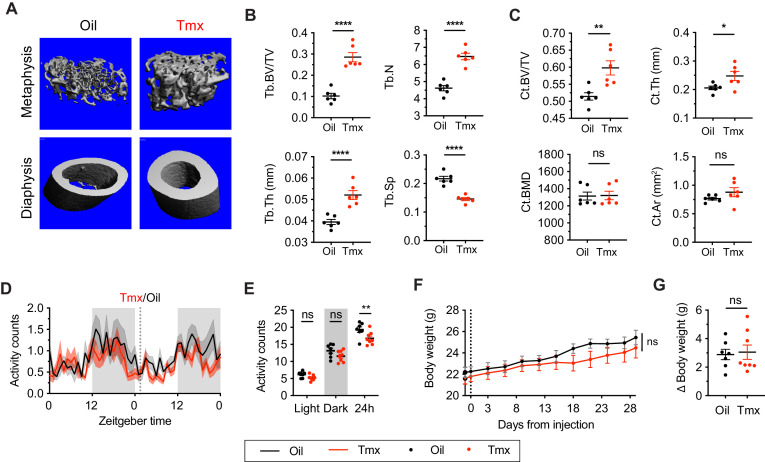
Tamoxifen treatment increases bone density and decreases movement. (**A**) Representative micro-computed tomography (microCT) images showing bone density of the distal metaphysis and midshaft diaphysis of femurs from tamoxifen or oil treated female mice. Tamoxifen or vehicle was injected subcutaneously at 0.1 mg/kg for 28 days. (**B**) Trabecular bone volume fraction (BV/TV, t_10_ = 7.322, p<0.0001), trabecular numbers (Tb.N, t_10_ = 7.539, p<0.0001), trabecular thickness (Tb.Th, t_10_ = 5.303, p=0.0003), and trabecular separation (Tb.Sp, t_10_ = 7.331, p<0.0001) in distal metaphysis of femurs (n = 6). (**C**) Bone volume fraction (Ct.BV/TV, t_10_ = 3.557, p=0.0052), cortical thickness (Ct.Th, t_10_ = 2.451, p=0.0342), bone mineral density (Ct.BMD, t_10_ = 0.0926, p=0.928), and cortical area (Ct.Ar, t_10_ = 1.368, p=0.2013) in diaphysis of femurs (n = 6). (**D**) Hourly average of movement over 3 days before and 3 weeks after tamoxifen or oil injections (dotted line) measured every 5 min using an intraperitoneal telemetry probe. Line shading width represents standard error of the mean (SEM). (**E**) Average total movement from mice shown in panel (**D**) (n = 8, treatment: F_1,14_=6.182, p=0.0262). (**F**) Change of body weight over 28 days during tamoxifen or oil injection (n = 7–8, mixed-effects model, treatment: p=0.5468). Error bars represent SEM. (**G**) Total change in body weight over the course of the 28-day experiment (n = 8, t_13_ = 0.2572, p=0.8010). ns, non-significant; *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001 for Sidak’s multiple comparison tests (**E**) following a significant effect of treatment in a two-way repeated measures ANOVA or two-tailed t-tests (**B, C, and G**). Figure 2—source data 1.Source data for Figure 2, panel b.Trabecular bone volume fraction, trabecular numbers, trabecular thickness, and trabecular separation in distal metaphysis of femurs. Each cell is an independent mouse. Figure 2—source data 2.Source data for Figure 2, panel c.Bone volume fraction (Ct.BV/TV), cortical thickness (Ct.Th), bone mineral density (Ct.BMD), and cortical area (Ct.Ar) in diaphysis of femurs. Each cell is an independent mouse. Figure 2—source data 3.Source data for Figure 2, panel d.Hourly average of movement over 3 days before and 3 weeks after tamoxifen or oil injections, measured every 5 min using an intraperitoneal telemetry probe. Each column is an independent mouse. Figure 2—source data 4.Source data for Figure 2, panel e.Average total movement in the light, dark, and total 24 hr periods. Each column is an independent mouse. Figure 2—source data 5.Source data for Figure 2, panel f.Body weight over 28 days during tamoxifen or oil injection. Each column is an independent mouse. Figure 2—source data 6.Source data for Figure 2, panel g.Total change in body weight over the course of the 28-day experiment. Each column is an independent mouse.

### Tamoxifen administration affects gene expression in all hypothalamus-POA cell types

To ask how tamoxifen affects gene expression in different cell types, we collected hypothalamus-POA (Figure 3—figure supplement 1A) after 28 daily injections of tamoxifen or vehicle and analyzed individual cells by drop-Seq (Macosko et al., 2015). 

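In Drop-seq, single cells are captured in droplets with barcoded beads, so that each cDNA carries a cell barcode and a unique molecular identifier (UMI), and counting UMIs counts captured transcripts rather than PCR copies. Each library came from 1 mouse, and the study reports the mice as female. In the wild-type experiment, 3 mice received oil, the vehicle, and 5 received tamoxifen at 0.1 mg/kg, over 28 daily injections. The authors deposited UMI counts per gene and cell barcode for each mouse, without normalization and with genes listed by symbol. The paper's text does not name the genome build or the annotation the reads were counted on. The oil libraries held 5403 to 9658 barcodes and the tamoxifen libraries 7574 to 12,287. Every listed barcode had at least 20 genes, and in oil replicate 2 at least 100. The deposited counts had not been filtered further, so the study's filter was applied here: more than 200 and fewer than 4000 genes per cell, and under 15% of UMIs from mitochondrial genes. The kept cells held 1717573 to 3930551 UMIs per oil mouse (median 3790563) and 3118886 to 5457033 per tamoxifen mouse (median 4008996). A kept cell had a median of 641.5 to 787 UMIs and 486.5 to 562 genes in the oil libraries, and 563 to 677 UMIs and 423 to 500 genes in the tamoxifen libraries.

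Cells of a mouse are not independent replicates, so UMIs were summed per library and cell type, and the mouse was the unit of each test. Libraries with at least 10 cells of a type entered a single edgeR quasi-likelihood fit of the 4 groups of the study (oil and tamoxifen, in wild-type mice and in mice lacking *Esr1* in the *Nkx2-1* lineage), with TMM normalization, edgeR's filter on low counts and Benjamini-Hochberg adjustment. All edgeR tests were two-sided. Values of a gene are given as CPM, its share of the UMIs of the cell type, with the SD over mice. The tests of the study's claims, the filters, the gene lists and the alternatives they were compared with were chosen before the data were examined, except the settings that leave out or model the 2 libraries described next, the fours of successive library numbers and the natural-log cell means for single genes and for the correlations, which were chosen after seeing the data, as was the comparison by intron length below. Counts were simulated from the means and spreads of all 16 libraries, with 200 genes changed in the wild-type tamoxifen libraries. In neurons, the test called 19.5% of genes changed by a log2 fold change of 1, 83.5% of those changed by 2 and 95% of those changed by 3. In ependymal cells it called 3% at a log2 fold change of 1 and 97% at 3. At a log2 fold change of 1, the alternative test DESeq2 called 39% in neurons and 17.5% in ependymal cells. Genes were drawn independently, so a shift shared by many genes of a library was not simulated.

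Oil replicate 2 stood apart from the other wild-type libraries, together with 1 library of tamoxifen-treated mice lacking *Esr1* in the *Nkx2-1* lineage (replicate 2). On the first principal component of the 16 libraries, which held 61.8% of the variance, these 2 libraries scored 82.4 and 79.8 and all others between -25.0 and -5.37. Genes with more than 100000 bp of introns took 10.2% and 10.6% of their UMIs, against 16.4% to 20.1% in the others. Because 1 of these libraries is among the 3 oil mice of the wild-type comparison, results are also given without both of them, which leaves 2 oil mice.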

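The 55,675 cells kept from all 16 libraries were clustered together in Seurat with the study's settings: 2000 variable genes per group, anchors between the 4 groups over 30 dimensions, 20 principal components and a resolution of 0.05. Clusters were named from lists of markers fixed for each type, of which at least 3 had to exceed a log2 fold change of 1 against all other cells, and the names below stand for cells like these types. The wild-type libraries gave 8277 astrocytes, 4656 neurons, 4375 oligodendrocytes, 3787 endothelial cells, 2808 microglia, 2137 polydendrocytes, 1802 ependymal cells, 1356 mural cells and 506 fibroblasts. A cluster of 197 cells, led by *Bpifa1* and *Tshb*, matched no list and was left out of the tests by type. Depth differed between types, from a median of 482 UMIs per cell in astrocytes to 1489.5 in neurons. Scrublet, run per library, called 633 cells doublets, 0.0962% to 2.18% of a library, and these cells were kept, as in the study. At a resolution of 0.5 there were 25 clusters, and 4 of them, of 1556, 385, 197 and 21 cells, were left unnamed. The cluster of 197 cells had no detected marker. Those of 1556 and 385 cells had 7 endothelial markers each and that of 21 cells had 8 oligodendrocyte markers. The limit of 3 markers thus did not leave these out. The leading genes of the cluster of 1556 cells also held the mural markers *Rgs5*, *Higd1b*, *Vtn* and *Kcnj8*.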

A total of 29,807 cells (8220 from n = 3 vehicle-treated mice, 21,587 from n = 5 tamoxifen-treated mice) clustered into nine distinct cell types, annotated based on high expression of previously characterized cell-type markers (Moffitt et al., 2018; Saunders et al., 2018): astrocytes, oligodendrocytes, neurons, endothelial cells, microglia, polydendrocytes, ependymal cells, mural cells, and fibroblasts (UMAP: Figure 3A, tSNE: Figure 3—figure supplement 1B, cluster defining marker expression: Figure 3—figure supplement 1D). Because tamoxifen modulates estrogen receptor signaling (de Médina et al., 2004; Jordan, 2007), we examined cell-type specific expression of three estrogen receptor transcripts: the nuclear receptors *Esr1* and *Esr2,* as well as the G-protein-coupled estrogen receptor 1 (*Gper1,* formerly *Gpr30*) (Revankar et al., 2005). 

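For each of *Esr1*, *Esr2*, *Pgr* and *Gper1*, the UMIs of each cell type were compared with those of all other cells of the same mouse, in the 8 wild-type libraries, with an edgeR quasi-likelihood test paired by mouse. *Gper1* stood at 271 ± 113 CPM in mural cells and 10.2 ± 4.9 in all other cells (SD, n = 8 mice), a log2 fold change of 4.87 (SE 0.20, adjusted p = 2.0e-124, edgeR), and was higher in mural cells of 8 of 8 mice. Mural cells held 264 of the 597 *Gper1* UMIs. Endothelial cells held 303, at 67.4 CPM against 9.96 in the rest, a log2 fold change of 2.88 (SE 0.22, adjusted p = 6.6e-12, edgeR). Among the alternatives set before the data were examined, the use of the 3 oil libraries alone moved the mural value most, to a log2 fold change of 5.06. Cell means, chosen after seeing the data, moved it further, to a log2 difference of 2.00.

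*Esr1* was higher in microglia than in other cells, at 111 against 47.6 CPM (log2 fold change 1.53, SE 0.16, adjusted p = 4.1e-11, edgeR), and in neurons, at 63.9 against 47.2 CPM (log2 fold change 0.49, SE 0.19, adjusted p = 0.0234, edgeR, higher in 7 of 8 mice). In the oil libraries alone the value for neurons was 0.71 with an adj. p of 0.161. *Pgr* was higher in neurons, at 24.7 ± 15.0 against 7.81 CPM (log2 fold change 1.54, SE 0.25, adjusted p = 1.6e-05, edgeR, higher in 8 of 8 mice). *Esr2* was higher in ependymal cells, at 21.7 against 9.72 CPM (log2 fold change 1.16, SE 0.31, adjusted p = 0.00384, edgeR, higher in 5 of 8 mice). The difference for *Esr2* in mural cells rested on 17 UMIs and was higher in 4 of 8 mice (log2 fold change 1.09, SE 0.44, adjusted p = 0.0357, edgeR), and without called doublets it was 0.75 with an adj. p of 0.200.

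The share of cells with at least 1 *Gper1* UMI was 16.1% in mural cells (218 of 1356, exact Clopper-Pearson 95% interval 14.2% to 18.1%, median 532 UMIs per cell) and 5.81% in endothelial cells (5.09% to 6.60%, median 711). Astrocytes gave the lowest share, with 3 cells of 8277 (0.0362%, median 481), and the remaining types gave 0.0686% (oligodendrocytes) to 0.791% (fibroblasts). The level that free RNA gives was not measured. An *Esr1* UMI was found in 8.51% of neurons (7.72% to 9.34%, median 1328.5 UMIs) and in 7.19% of microglia (6.27% to 8.21%, median 617), against 2.63% of astrocytes and 1.70% of mural cells. Cells with at least 500 UMIs were also thinned to 500, which left out 1049 of the 4656 neurons, 991 of the 2808 microglia, 1049 of the 4375 oligodendrocytes and 4407 of the 8277 astrocytes. Among the cells left, the share was 2.66% in neurons, 5.17% in microglia and 2.27% in astrocytes. *Pgr* was found in 3.72% of neurons (3.19% to 4.30%), 0.797% of astrocytes and 0.571% of oligodendrocytes (median 755 UMIs), and in 1.19%, 0.646% and 0.180% after thinning. Among the types other than neurons, astrocytes had the highest share after thinning and oligodendrocytes the lowest. *Esr2* was found in 3.00% of ependymal cells (2.26% to 3.89%), 2.13% of neurons, 1.58% of fibroblasts, 1.18% of mural cells and 0.320% of oligodendrocytes. After thinning, ependymal cells (0.995%) and mural cells (0.952%) were about level, and neurons had 0.416%. The intervals cover counting error only, and they treat the cells of all mice as one sample.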

While neither *Esr1*, *Esr2*, nor the *Esr1* target gene *Pgr* showed strong enrichment in any particular cell type (Figure 3B), *Gper1* transcripts were predominantly found in Mural cells (LogFC: 1.39 compared to all other cell types, adj. p<1e-128). These results are in accordance with the reported *Esr1* expression pattern in the hypothalamus-POA (Shughrue et al., 1997) and *Gper1* in vascular smooth muscle of the rodent brain (Isensee et al., 2009). 

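The mixing of treatments was measured in the space used for clustering, in which anchors had aligned the 4 groups beforehand, so it shows what difference was left after alignment. For each wild-type cell, the share of its 30 nearest neighbours from other libraries that came from tamoxifen-treated mice was divided by the share expected from the numbers of cells. Averaged per mouse, this ratio was 0.781 ± 0.0586 in oil mice (SD, n = 3) and 0.864 ± 0.0605 in tamoxifen mice (SD, n = 5; two-sided exact permutation test over 56 splits, p = 0.107, where the smallest possible p is 0.0179). The alignment used the group labels and was not repeated for each split, so this p is no exact test of treatment. Cells also lay near cells of their own library: the share of neighbours from the same mouse was 3.97 times the expected share in oil replicate 2, the library that stood apart, and 0.990 to 3.03 times in the other 7 libraries.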

The graphical clustering methods, UMAP and tSNE, did not demonstrate clear separation between tamoxifen and vehicle treated cells (Figure 3C, Figure 3—figure supplement 1C), indicating that the effect of tamoxifen at clinically relevant doses may be modest with respect to global transcriptional signatures.

**Figure 3.**
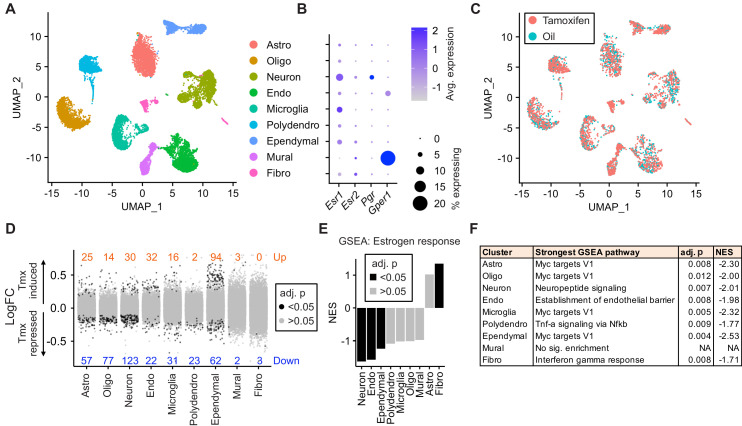
Tamoxifen treatment induces gene expression changes in various cell types of the hypothalamus and preoptic area (hypothalamus-POA). (**A**) UMAP showing clustering of the major cell types of the hypothalamus-POA based on single-cell transcriptomics. Each colored dot is a cell, with different colors representing different cell types listed to the right. (**B**) Dot plot showing expression of estrogen and progesterone receptors in cell types identified in (**A**). (**C**) UMAP comparing cells derived from mice receiving tamoxifen (pink) or oil injections (cyan). (**D**) Collapsed volcano plots showing differential gene expression, represented as log base 2 of fold change (LogFC), induced by daily tamoxifen treatment in various cell types identified. Up/down numbers refer to total number of significantly (Bonferroni adj. p<0.05) up- and downregulated genes. (**E**) Gene set enrichment analysis (GSEA) to find tamoxifen-induced signatures of estrogen response in hypothalamus-POA cell types. (**F**) Most strongly enriched or depleted pathways in GSEA comparing control to tamoxifen-treated cells. All analyses were done from cells harvested from female mice injected daily with oil (n = 3) or tamoxifen (n = 5) over 28 days. (**E–F**) NES: Normalized enrichment score, adj. p: Benjamini-Hochberg adjusted p-value.

**Figure 3—figure supplement 1.**
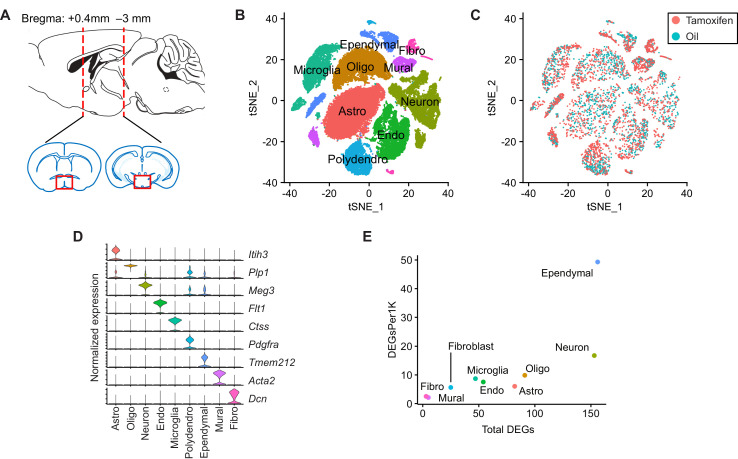
Tamoxifen treatment induces gene expression changes in various cell types of the hypothalamus and preoptic area (hypothalamus-POA). (**A**) Schematic of the hypothalamus-POA dissected for scRNA-seq (Bregma +0.4 to –3 mm). (**B**) tSNE showing clustering of the major cell types of the hypothalamus-POA based on single-cell transcriptomics. (**C**) tSNE of hypothalamus-POA cells, comparing cells derived from female mice receiving tamoxifen (pink) or oil injections (cyan). (**D**) Violin plots showing normalized expression of cluster defining markers in all clusters. (**E**) Plot comparing the total number of significant (Bonferroni adj. p<0.05) tamoxifen regulated genes to the number of significant tamoxifen regulated genes per thousand cells in each cluster. All analyses done from cells harvested from female mice injected daily with oil (n = 3) or tamoxifen (n = 5) over 28 days.

Among all cell types, neurons and ependymal cells were most sensitive to tamoxifen administration, as indicated by the number of significantly induced and repressed genes (Figure 3D). 

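With mice as replicates, no gene had an adj. p under 0.05 for tamoxifen against oil in wild-type mice in any of the 9 cell types (edgeR, 64,933 tests over all types). At an unadjusted p under 0.05 there were 411 genes in neurons of 12,440 tested, 290 in endothelial cells of 9228, 286 in oligodendrocytes of 8755, 268 in ependymal cells of 7514, 250 in polydendrocytes, 240 in microglia, 223 in astrocytes, 72 in mural cells and 45 in fibroblasts. The smallest adj. p was 0.554, in microglia. The alternative that moved the counts most among those with mice as replicates was no filter on low counts, with 58 genes over the 9 types, 45 higher and 13 lower. With DESeq2 the count was 2, among them *Sst* in neurons, chosen after its values were seen. Without oil replicate 2, *Cep85* and *Gm26880* passed in microglia, and these genes too were chosen after their values were seen.

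With single cells in place of mice as units, as in the study, a Wilcoxon rank-sum test with Bonferroni adjustment gave 159 genes in ependymal cells (94 higher and 65 lower with tamoxifen), 154 in neurons (32 and 122), 97 in oligodendrocytes (13 and 84), 81 in astrocytes (25 and 56), 52 in endothelial cells (30 and 22), 49 in microglia (16 and 33), 26 in polydendrocytes (2 and 24), 5 in mural cells and 2 in fibroblasts. These counts treat the cells of a mouse as independent, so a difference between a few mice counts as a difference between all of their cells. With both libraries that stood apart left out, neurons had the largest count, with 133 genes (11 higher and 122 lower), and ependymal cells had 60 (31 and 29), after 78 in oligodendrocytes and 67 in astrocytes.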

To account for the effect of cluster size on statistical power, we also calculated the number of significant differentially expressed genes per 1 k cells in each cluster. Again, neurons and ependymal cells have the highest numbers of differentially expressed genes when expressed as total or as a fraction of the number of cells sampled (Figure 3—figure supplement 1E), suggesting the strongest tamoxifen responsiveness. 

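Per 1 k wild-type cells, the Wilcoxon test over single cells gave 88.2 genes in ependymal cells, 33.1 in neurons, 22.2 in oligodendrocytes, 17.5 in microglia, 13.7 in endothelial cells, 12.2 in polydendrocytes, 9.79 in astrocytes, 3.95 in fibroblasts and 3.69 in mural cells. Leaving out both libraries that stood apart, ependymal cells had 41.3 per 1 k cells, neurons 31.5, polydendrocytes 21 and oligodendrocytes 19.7. Dividing by the number of cells does not turn these counts into counts over mice. From the counts and their ratio to the number of cells, the paper proposes that neurons and ependymal cells respond most strongly to tamoxifen (Fig. 3D and Figure 3—figure supplement 1E). It also draws on a gene set for estrogen response (Fig. 3E), which was not tested here.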

Although mural cells show significant enrichment of *Gper1*, tamoxifen administration was associated with relatively few significant gene expression changes in these cells (Figure 3D), indicating that *Gper1* does not likely mediate tamoxifen-induced gene expression in the hypothalamus-POA. It is possible, however, that tamoxifen affects cellular state in a non-transcriptional manner, via *Gper1*. 

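In mural cells, 2413 genes passed the filter on low counts, fewer than in any other type but fibroblasts, which had 1656. None changed with tamoxifen in wild-type mice with mice as units (edgeR), and the genes at an unadjusted p under 0.05 were fewer only in fibroblasts. With a term for the 2 libraries that stood apart, a setting chosen after seeing the data, 6 genes passed in mural cells, among them *Ptgds*, *Hbb-bs*, *Hba-a2*, *Car2* and *Hba-a1*, chosen after their values were seen. Of these, *Hbb-bs*, *Hba-a1* and *Hba-a2* are globin genes of red blood cells. With cells as units, 3 genes were higher and 2 lower.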

Gene set enrichment analysis (GSEA) using a gene set for estrogen response (GO:0043627) further identifies neurons and ependymal cells as markedly tamoxifen responsive: tamoxifen administration induced a significant downregulation of genes involved in estrogen response in neurons, endothelial cells, and ependymal cells (Figure 3E, Supplementary file 1a). Individual gene expression changes that may be of interest can be queried at https://correalab.shinyapps.io/tamoxifenshiny/.

GSEA with a collection of 40 hallmark pathways and brain-focused gene ontology gene sets (Supplementary file 1b) revealed that all cell types except for mural cells showed significant enrichment or depletion of genes in at least one pathway (Figure 3F). Significantly enriched pathways (Supplementary file 1c) show both overlapping and distinct effects by cell type. For example, tamoxifen treatment decreased the expression of genes annotated as targets of the proto-oncogene, *Myc*, in astrocytes, oligodendrocytes, neurons, endothelial cells, microglia, polydendrocytes, and ependymal cells. Other cell-type specific pathways were also enriched or depleted, including establishment of the endothelial barrier in endothelial cells, neuropeptide signaling in neurons, E2F targets in astrocytes, and fatty acid metabolism in ependymal cells. Together these findings suggest that tamoxifen treatment has widespread effects on the hypothalamus-POA, altering transcriptional programs and cell function in both general and cell-type specific ways.

### Tamoxifen treatment causes gene expression changes in neuronal subtypes of the hypothalamus-POA

Given the transcriptional effects of tamoxifen treatment observed in neurons and the heterogeneity of estrogen-sensitive neurons within the hypothalamus-POA, we next examined the effect of tamoxifen treatment within individual neuronal clusters. Neuronal sub-clustering resulted in 25 apparent neuronal subtypes (Figure 4A). 

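The 9138 neurons of all 16 libraries were clustered again with 500 variable genes, 20 principal components and a resolution of 0.7, as in the study. The clusters are called by the gene that leads each. They held from 1215 neurons (*Meis2*-led) to 24 (*Th*-led). The *Gal*-led cluster held 612 neurons, the *Foxb1*-led cluster 263 and the *Tac2*-led cluster 107. Astrocyte transcripts led the *Apoe*-led cluster of 184 cells. The *Lrrtm4*-led cluster, of 1013 cells, held no cell of oil replicate 2 or of tamoxifen replicate 2 of the mice lacking *Esr1*, the 2 libraries that stood apart.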

The majority of clusters were marked by expression of genes previously demonstrated to delineate neuronal types within the hypothalamus (Figure 4B; Chen et al., 2017; Romanov et al., 2017; Kim et al., 2019; van Veen et al., 2020). Markers of neuronal subtypes include neuropeptides, transcription factors, and cellular signaling messengers. 

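UMIs of each neuronal cluster were compared with those of all other neurons of the same wild-type mouse, in libraries with at least 3 neurons of the cluster (edgeR, paired by mouse). *Esr1* passed the filter on low counts in 24 clusters, and was higher in 3 of them and lower in 3. In the *Tac2*-led cluster it stood at 510 ± 154 CPM against 59.5 ± 13.7 in the other neurons (SD, n = 5 mice), a log2 fold change of 2.83 (SE 0.39, adjusted p = 3.4e-10, edgeR, higher in 5 of 5 mice). This value rests on 30 neurons and 50 *Esr1* UMIs. In the *Gal*-led cluster, with 282 neurons, it stood at 123 ± 38.9 against 52.3 ± 13.4 CPM (SD, n = 7 mice), a log2 fold change of 1.25 (SE 0.21, adjusted p = 3.2e-05, edgeR, higher in 7 of 7 mice). *Esr1* was also higher in the *Lrrtm4*-led cluster (572 neurons, log2 fold change 1.03, adjusted p = 9.0e-05, edgeR, higher in 6 of 7 mice). The alternative that moved the *Tac2* value most was to take neurons with at least 3 *Tac2* UMIs in place of the cluster, with a log2 fold change of 1.95 (adjusted p = 2.6e-07, edgeR).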

*Esr1* expression was observed in various neuronal subclusters (Figure 4B), but was significantly enriched in wild-type neurons expressing the neuropeptide precursor, *Tac2* (log_2_FC = 1.52, adj. p=7.1e-36) and neurons expressing the neuropeptide precursor *Gal* (log_2_FC = 0.50, adj. p=1.6e-30) compared to all other neuronal subclusters. 

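*Pgr* passed the filter in 6 clusters in the same comparison. In the *Tac2*-led cluster its log2 fold change against the other wild-type neurons was 1.20 (SE 0.69, adjusted p = 0.436, edgeR, higher in 4 of 5 mice), from 7 UMIs. Neurons with at least 3 *Tac2* UMIs gave 1.21 with an adj. p of 0.284. In the *Lrrtm4*-led cluster it was 2.14 (SE 0.31, adjusted p = 1.1e-10, edgeR, higher in 7 of 7 mice), and in the *Gal*-led cluster 0.22 (adjusted p = 0.811, edgeR). Over all 16 libraries, *Pgr* passed the filter in none of the clusters, so none was tested.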

The ERα target gene *Pgr* also was significantly enriched in wild-type neurons expressing *Tac2* (log_2_FC = 0.49, adj. p=2.3e-4) compared to all other neuronal subclusters. 

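The gene sets of the study's GSEA were not used here. In their place, 6 gene lists were fixed by symbol and tested in each cell type with camera, a test of whether the genes of a list rank together, at its preset correlation between genes and with Benjamini-Hochberg adjustment over 156 tests. In wild-type neurons, the 91 genes of oxidative phosphorylation (nuclear) had a median log2 fold change of -0.05 with tamoxifen, and 26 of them were higher (adjusted p = 0.0353, camera). The 19 genes of glycolysis had a median of -0.13, with 3 higher (adjusted p = 0.00226, camera). The 36 neuropeptide precursors had a median of -0.04, with 16 higher (adjusted p = 0.686, camera), and the 9 genes of oxidative phosphorylation (mitochondrial genome) a median of 0.04 (adjusted p = 0.899, camera). Of the lists for comparison, the 107 ribosomal proteins had a median of -0.09 (adjusted p = 0.00235, camera) and the 25 immediate early genes -0.02 (adjusted p = 0.478, camera). Camera called 67 of the 156 tests, and fry, which estimates the correlation from the libraries, called 0 (smallest adj. p 0.994).

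The 2 libraries that stood apart mattered here. Without them, the direction of several lists changed in wild-type neurons: oxidative phosphorylation (nuclear) had a median of 0.08 (adjusted p = 0.0365, camera), the ribosomal proteins 0.10 (adjusted p = 0.0254, camera) and the neuropeptide precursors 0.46 (adjusted p = 1.5e-06, camera). Glycolysis kept its direction, at -0.09, without passing (adjusted p = 0.297, camera). Over all alternatives the adj. p of the nuclear oxidative phosphorylation list ran from 7.1e-06 to 0.994, that of glycolysis from 5.0e-04 to 0.994 and that of the neuropeptide precursors from 1.5e-06 to 0.994, each highest under fry.

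Of the genes labelled in Fig. 4C, *Gpx4* had a log2 fold change of -0.73 (SE 0.25) in wild-type neurons, *Cox5a* -0.44 (SE 0.20), *Cox7c* -0.31 (SE 0.19), *Nxph4* -0.95 (SE 0.43), *Adcyap1* -0.68 (SE 0.41) and *Pcsk1n* -0.26 (SE 0.19). None had an adj. p under 0.05. *Cox5a* stood at 208 ± 38.0 CPM in oil mice (SD, n = 3) and 153 ± 35 in tamoxifen mice (SD, n = 5), and *Pcsk1n* at 1677 ± 307 and 1404 ± 137.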

GSEA demonstrates that overall, tamoxifen administration is associated with a significant down-regulation of genes involved in neuropeptide signaling, a critical aspect of neuronal function, as well as the two principal components fueling the sizeable energy demands of neuronal metabolism: oxidative phosphorylation and glycolysis (Yellen, 2018; Figure 4C). Notably, it has previously been shown that estrogens can directly regulate these metabolic pathways in the brain (Brinton, 2008; Brinton, 2009). 

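With mice as units, 14 neuronal clusters had at least 2 libraries with 10 or more neurons in each wild-type group. No gene had an adj. p under 0.05 for tamoxifen in any of them (edgeR), against 1214 genes at an unadjusted p under 0.05, summed over clusters. The alternative among those set before the data that changed this was DESeq2, with 2 genes in the *Pomc*-led cluster, *Gnrh1* and *Gal*. With both libraries that stood apart left out, 9 clusters could be tested, and there were 4 genes over these: *Gnrh1* in the *Cdk8*-led, *Stmn1* in the *Hcrt*-led, *Gal* in the *Pomc*-led and *Cck* in the *Ppp1r17*-led cluster. Apart from *Gal* and *Stmn1*, which the study names, these genes were chosen after their values were seen. With single neurons as units, 50 genes passed over 24 clusters.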

When divided into subtypes, few statistically significant gene expression changes caused by tamoxifen were observed, likely due to loss of statistical power resulting from relatively few cells in each individual cluster (Figure 4—figure supplement 1A). To gain a preliminary view at the effect of tamoxifen on individual neuronal subtypes, we performed GSEA on all clusters; 14 of 25 neuronal types showed enrichment of at least one pathway (Supplementary file 1d). Neurons marked by expression of *Tac2* showed significant enrichment or depletion of the most pathways (Figure 4—figure supplement 1B). Interestingly, examining individual pathways shows differential responses by neuronal subtype. For example, genes involved in oxidative phosphorylation appear downregulated by tamoxifen in neurons expressing *Foxb1*, but the same gene set is upregulated in neurons expressing *Tac2* (Figure 4—figure supplement 1B). These cell-type specific effects highlight the additional insights that can be revealed by scRNA-seq compared to overall averages determined by bulk tissue sequencing. Additionally, these results are compatible with the previous findings that tamoxifen can have different effects in different regions of the brain (Wilson et al., 2003; Chen et al., 2014; Gibbs et al., 2014; Aquino et al., 2016; Sá et al., 2016) and consistent with cell-type specific effects of tamoxifen within neurons of the hypothalamus-POA.

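Oxidative phosphorylation genes were scored per mouse as the share of UMIs, in percent, that fell on 97 nuclear genes of the list. In the *Foxb1*-led cluster of wild-type mice (137 neurons) the mean was 3.77% ± 0.513 with oil (SD, n = 3 mice) and 3.02% ± 0.142 with tamoxifen (SD, n = 4), a difference of -0.741 percentage points (two-sided exact permutation test, p = 0.0571, where the smallest possible p is 0.0286). Without the oil mouse whose library stood apart the difference was -0.595 (exact p = 0.133). In the *Tac2*-led cluster (30 neurons) it was 2.75% ± 0.226 with oil (SD, n = 2 mice) and 2.72% ± 0.0464 with tamoxifen (SD, n = 3), a difference of -0.0292 percentage points (exact p = 0.8), and this design cannot reach a p under 0.1. Neither difference was detectable at these numbers of mice and cells, and whether the clusters differ from each other was not tested.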

**Figure 4.**
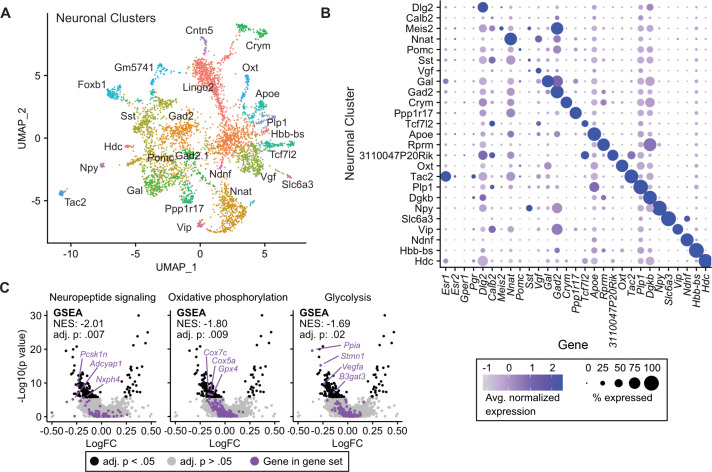
Tamoxifen-induced gene expression changes in neurons of the hypothalamus and preoptic area (hypothalamus-POA). (**A**) UMAP showing clustering of the neuronal subtypes of the hypothalamus-POA based on single-cell transcriptomics, overlayed with identity named for top expressed cluster defining marker gene. (**B**) Dot plot showing expression of neuronal cluster defining markers, *Esr1, Esr2, Gper1, and Pgr*. (**C**) Volcano plots of tamoxifen-induced or repressed differentially expressed genes (DEGs) overlayed with gene sets (GS) involved in neuropeptide signaling, oxidative phosphorylation, or glycolysis. Analyses done from wild-type female mice injected daily with oil (n = 3) or tamoxifen (n = 5) over 28 days. NES: Normalized enrichment score, GSEA adj. p: Benjamini-Hochberg adjusted p-value, DEG adj. p: Bonferroni adjusted p-value.

**Figure 4—figure supplement 1.**
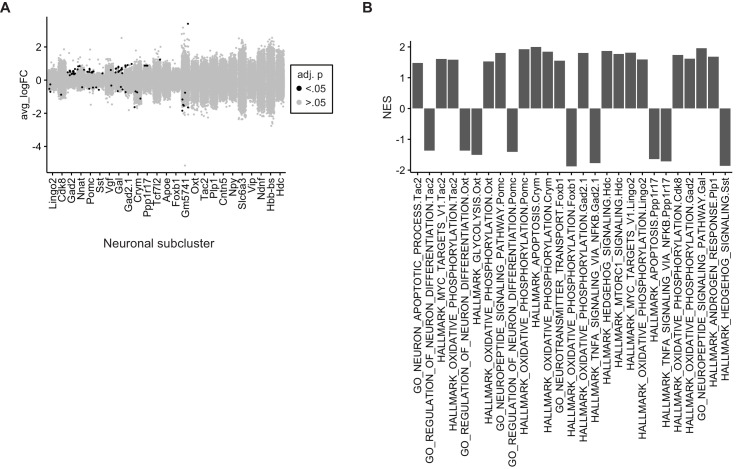
Tamoxifen-induced gene expression changes in hypothalamus and preoptic area (hypothalamus-POA) neurons. (**A**) Collapsed volcano plot of differences in gene expression associated with tamoxifen treatment in the various neuronal subtypes of wild-type female mice. adj. p: Bonferroni adjusted p-value. (**B**) Gene set enrichment analysis (GSEA) pathways significantly (Benjamini-Hochberg adjusted p<0.05) upregulated or downregulated by tamoxifen in individul neuronal subclusters. NES: Normalized enrichment score.

### *Esr1* conditional knockout ablates gene expression responses to tamoxifen

As *Esr1* is a known target of tamoxifen that is expressed in the hypothalamus-POA (Figure 3B), we sought to determine the impact of *Esr1* knockout on gene expression responses to tamoxifen administration. The NK2 homeobox transcription factor, *Nkx2-1*, is highly enriched in the medial basal hypothalamus and *Esr1^F/F^*; *Nkx2-1^Cre^* (*Esr1* cKO) mice display a selective loss of ERα immunoreactivity in the hypothalamus-POA (Correa et al., 2015; Herber et al., 2019). 

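*Esr1* was compared between 8 wild-type and 8 *Esr1* cKO mice in neurons, averaged over both treatments. It stood at 60.6 ± 21.8 CPM in wild-type oil mice (SD, n = 3), 66.3 ± 8.47 in wild-type tamoxifen mice (SD, n = 5), 50.3 ± 8.11 in *Esr1* cKO oil mice and 53.6 ± 26.1 in *Esr1* cKO tamoxifen mice (SD, n = 4 each). The log2 fold change by genotype was -0.32 (SE 0.23, adjusted p = 1.0, edgeR). With each mouse left out in turn it stayed between -0.45 and -0.14, and in oil mice alone it was -0.25. The value of -0.14 came without *Esr1* cKO tamoxifen replicate 2, a library that stood apart. In its neurons *Esr1* stood at 18.5 CPM, against 49.4 to 75.9 in the other mice of its group. Without both libraries that stood apart, a setting chosen after seeing the data, the log2 fold change was -0.22. The size of the difference thus depends on these libraries. UMI counts are summed over the transcripts of a gene and do not show whether an exon is deleted, so they measure the amount of *Esr1* mRNA and not the protein.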

Here, single-cell RNA expression analysis was unable to detect a significant decrease of *Esr1* transcripts in cells of the hypothalamus-POA in *Esr1* cKO mice (Figure 5—figure supplement 1A), though both *Nkx2-1* and *Esr1* transcripts are present in various cell types of the hypothalamus-POA (Figure 5—figure supplement 1B), suggesting that the Cre and floxed alleles might be co-expressed within certain cell types. Indeed, 104 cells were found to express both *Esr1* and *Nkx2-1*. Of these 104, 79 were neurons, 19 were ependymal cells, 3 were astrocytes, 2 were microglia, and 1 was an endothelial cell. 

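Of the 55,675 cells kept here, 2180 had at least 1 UMI of *Esr1* and 805 at least 1 of *Nkx2-1*. The cells with both were 56 from wild-type and 48 from *Esr1* cKO mice. By type, neurons gave 38 and 41, and ependymal cells 13 and 6. With at least 2 UMIs of each gene, 2 cells remained, both neurons of wild-type mice, so most of the cells counted rest on a single UMI of at least 1 of the genes.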

Most importantly, ERα immunoreactivity was clearly ablated in several areas of the hypothalamus-POA of *Esr1* cKO mice, including the medial preoptic area (MPA), ventrolateral subdivision of the ventromedial nucleus of the hypothalamus (VMHvl), and arcuate nucleus of the hypothalamus (ARC) (Figure 5A). Notably, the MPA, ARC, and VMHvl show highly enriched ERα expression in wild-type mice (Merchenthaler et al., 2004), and these regions mediate the effects of estrogens on body temperature (Xu et al., 2011; Mauvais-Jarvis et al., 2013; Martínez de Morentin et al., 2014), physical activity (Correa et al., 2015; Krause et al., 2019; van Veen et al., 2020), and bone regulation (Farman et al., 2016; Herber et al., 2019).

**Figure 5.**
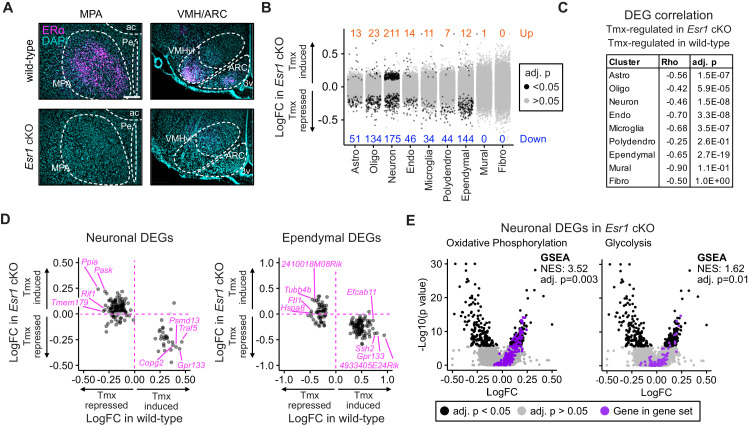
*Esr1* conditional knockout reverses hypothalamus and preoptic area (hypothalamus-POA) responses to tamoxifen. (**A**) Immunoreactive staining of estrogen receptor alpha (ERα) in the medial preoptic area (MPA), ventromedial nucleus of the hypothalamus (VMH), and the arcuate nucleus of the hypothalamus (ARC) of ERα knockout and wild-type female mice. Scale bar: 200 um. (**B**) Differentially expressed genes (DEGs) induced by daily tamoxifen treatment in cell types of the *Esr1^f/f^;Nkx2-1^Cre^* (*Esr1* cKO) hypothalamus-POA. Up/down numbers refer to total number of significantly (Bonferroni adj. p<0.05) up- and downregulated genes. (**C**) Table of correlations showing how tamoxifen-induced gene expression changes in wild-type cells correlate with tamoxifen-induced gene expression changes in *Esr1* cKO cells. Rho: Spearman correlation coefficient, adj. p: Benjamini-Hochberg adjusted p-value. (**D**) Gene-by-gene comparison of how tamoxifen treatment affects expression in wild-type and *Esr1* cKO neurons and ependymal cells. Named genes are a subset of genes discordantly regulated by tamoxifen in wild-type and *Esr1* cKO cells. A complete list of genes shown here is in Supplementary file 1i. (**E**) Volcano plots of all tamoxifen-induced or repressed DEGs (black) overlayed with gene sets (purple) involved in oxidative phosphorylation or glycolysis. NES: Normalized enrichment score, gene set enrichment analysis (GSEA) adj. p: Benjamini-Hochberg adjusted p-value, DEG adj. p: Bonferroni adjusted p-value. (**B–E**) Data from n = 4 oil treated *Esr1* cKO and n = 4 tamoxifen-treated *Esr1* cKO, n = 3 oil treated wild-type and n = 5 tamoxifen-treated wild-type mice.

**Figure 5—figure supplement 1.**
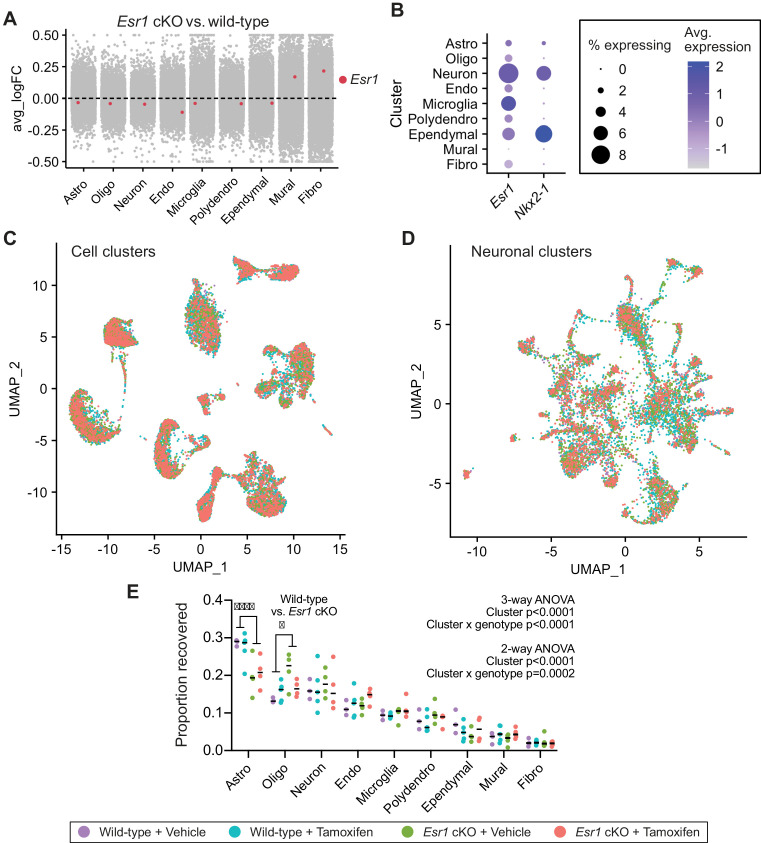
Cell cluster analyses across all four treatment groups. (**A**) Collapsed volcano plot showing the average fold change (avg_logFC) in *Esr1* transcript expression in *Esr1* cKO vs. wild-type mice. (**B**) Dotplot showing expression of *Esr1* and *Nkx2-1* in cell types of the hypothalamus and preoptic area (hypothalamus-POA). (**C**) UMAP of all hypothalamus-POA derived cell types showing individual cells (dots) from the four treatment groups. (**D**) UMAP of hypothalamus-POA derived neuronal types showing individual neurons (dots) from the four treatment groups. (**E**) Proportion of each cell type recovered across the four treatment groups. Three-way ANOVA (main effects: cluster x genotype x treatment) shows an effect of cluster (F_8,108_=91.33, p<0.0001) and the cluster x genotype interaction (F_8,108_=4.775, p<0.0001). Two-way ANOVA (cluster x genotype collapsed across treatments) shows an effect of cluster (F_8,112_=86.87, p<0.0001) and the cluster x genotype interaction (F_8,112_=4.218, p=0.0002). Sidak’s multiple comparisons tests reveal effects of genotype on the proportion of astrocytes (t_126_ = 5.138) and oligodendrocytes (t_126_ = 2.896). All other main effects, interactions, and multiple comparisons p>0.05.

**Figure 5—figure supplement 2.**
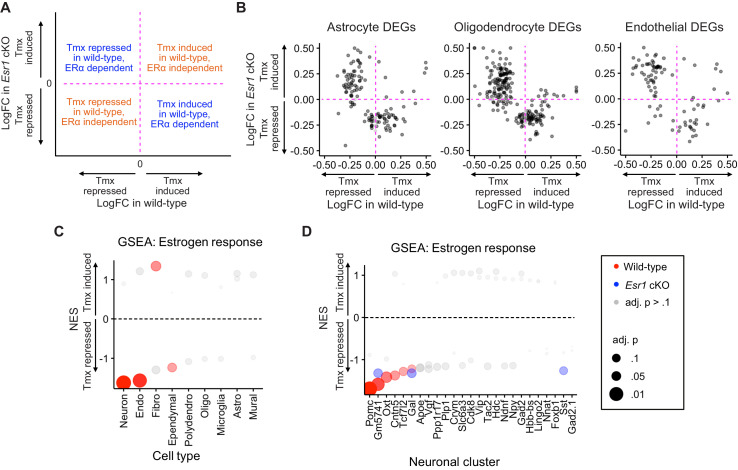
Comparison of gene expression changes induced by tamoxifen in wild-type and *Esr1* cKO mice. (**A**) Key to comparison of genes induced by tamoxifen in wild-type compared to how they are regulated by tamoxifen in *Esr1* cKO animals. (**B**) Gene-by-gene comparisons of how tamoxifen treatment affects expression in wild-type and *Esr1* cKO cells. Each dot is a gene. Only genes significantly up- or downregulated by tamoxifen in wild-type mice are shown. (**C**) Gene set enrichment analysis (GSEA) NES showing tamoxifen regulation of estrogen responsive genes in wild-type and *Esr1* cKO hypothalamus and preoptic area (hypothalamus-POA) cell types. (**D**) GSEA NES showing tamoxifen regulation of estrogen responsive genes in wild-type and *Esr1* cKO neuronal subtypes. NES: Normalized enrichment score, adj. p: Benjamini-Hochberg adjusted p-value.

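The same files were deposited for *Esr1* cKO mice, with UMI counts from 4 oil-treated and 4 tamoxifen-treated mice reported as female, 1 library each, at the same dose and number of injections. The oil libraries held 7193 to 13,515 barcodes and the tamoxifen libraries 5465 to 8651, again with at least 20 genes per barcode except in tamoxifen replicate 2, where the smallest number was 100. The filter kept 13,262 cells from oil mice and 12,606 from tamoxifen mice. The kept cells held 3015962 to 5158552 UMIs per oil mouse and 1773412 to 5444331 per tamoxifen mouse, with a median of 633 to 772 and 590 to 819 UMIs per cell. The effect of tamoxifen in *Esr1* cKO mice was taken from the 4-group fit used for wild-type mice, and the difference between the effects of both genotypes was tested as the interaction (the *Esr1* cKO effect minus the wild-type effect). The paper states that 4 mice were processed on each of 4 days, but its text does not give the day of each mouse. The library numbers were taken in successive fours as a stand-in, chosen after seeing the data. Tamoxifen replicate 2 is the other library that stood apart in a principal component analysis of all 16. The first of them thus lies in the oil group of wild-type mice and the other in the tamoxifen group of *Esr1* cKO mice, so whatever sets them apart enters the tamoxifen effects of both genotypes with opposite signs.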

To test the effect of tamoxifen administration on gene expression in mice lacking ERα in the hypothalamus-POA, *Esr1* cKO mice received the same daily tamoxifen or vehicle injection regimen concurrently with wild-type mice (Figure 1A). 

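The measure of mixing used for wild-type cells was taken over cells of all 4 groups, in the same space after their alignment. Neighbours from tamoxifen-treated mice, relative to expectation, were at 0.751 ± 0.0214 for cells of wild-type oil mice (SD, n = 3) and 0.922 ± 0.0238 for wild-type tamoxifen mice (SD, n = 5), a difference of 0.171 (two-sided exact permutation test, p = 0.0179, the smallest p that 3 mice against 5 allow). In *Esr1* cKO mice the ratios were 0.771 ± 0.0434 and 0.766 ± 0.0744 (SD, n = 4 each, exact p = 0.857 over 70 splits). Neighbours from *Esr1* cKO mice were at 1.18 ± 0.135 for wild-type and 1.17 ± 0.0477 for *Esr1* cKO mice (SD, n = 8 each, exact p = 0.946 over 12,870 splits). Among neurons, the ratio for tamoxifen was 0.813 ± 0.0295 and 0.996 ± 0.0315 in wild-type mice (exact p = 0.0179), and 0.878 and 0.831 in *Esr1* cKO mice (exact p = 0.4). By genotype the ratios among neurons were 1.11 ± 0.116 and 1.09 ± 0.0429 (exact p = 0.561). These p values are not adjusted over the 7 comparisons of mixing. The alignment used the group labels and was not repeated for each split. The p values are therefore no exact tests of treatment or genotype, and no effect is concluded from them. Whether the mixing by tamoxifen differs between genotypes was not tested.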

UMAP Clustering of all four treatment conditions, vehicle or tamoxifen in wild-type or *Esr1* cKO animals, did not reveal clear separation in global transcriptional signature between any treatment group when considering all cell types (Figure 5—figure supplement 1C) or re-clustered neuronal subtypes (Figure 5—figure supplement 1D). *Esr1* cKO animals showed proportionally fewer astrocytes and more oligodendrocytes than wild-type animals (Figure 5—figure supplement 1E), though all other cell types were recovered at similar proportions. 

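The share of cells that were astrocytes was 20.3% ± 4.35 in *Esr1* cKO and 27.8% ± 3.27 in wild-type mice (SD, n = 8 each), a difference of -7.50 percentage points (two-sided exact permutation test, p = 0.00218, adjusted p = 0.0196 over 9 types). The share of oligodendrocytes was 19.0% ± 4.28 and 14.8% ± 2.31 (SD, n = 8 each), a difference of 4.21 points (exact p = 0.0274, adjusted p = 0.123). The other types differed by at most 1.45 points in either direction. The alternative that moved the astrocyte value most was the restriction to cells with more than 500 genes, which gave -4.26 points and an adj. p of 0.308. Over the fits that each left out 1 mouse the adj. p ran from 0.00839 to 0.0531, and over all alternatives from 0.00839 to 0.308. The call was lost without wild-type oil replicate 2 or 3 or wild-type tamoxifen replicate 2 or 3 (0.0503 each), and without wild-type tamoxifen replicate 5 (0.0531). With neither library that stood apart the difference was -6.66 points (exact permutation test, adjusted p = 0.0682). The adj. p for oligodendrocytes was 0.0480 without *Esr1* cKO oil replicate 3.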

Tamoxifen treatment was not associated with any significant differences in recovered cell type proportions (Figure 5—figure supplement 1E).

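Within each genotype, no change of a cell type's share with tamoxifen was detected, though with these numbers of mice the tests can miss sizeable changes. The smallest p was 0.114, for endothelial cells of *Esr1* cKO mice, which rose by 2.75 percentage points, followed by 0.143 for oligodendrocytes of *Esr1* cKO mice, at -4.90 points (two-sided exact permutation tests, 18 comparisons). The smallest p possible is 0.0179 for 3 wild-type mice against 5 and 0.0286 for 4 *Esr1* cKO mice against 4.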

Interestingly, tamoxifen treatment led to significant transcriptional changes in the hypothalamus-POA of *Esr1* cKO mice (Figure 5B). Similar to wild-type, *Esr1* cKO neurons and ependymal cells were the cell types most sensitive to tamoxifen administration compared to all other cell types, as indicated by the number of significantly induced and repressed genes (Figure 5B). 

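With mice as units, no gene had an adj. p under 0.05 for tamoxifen in *Esr1* cKO mice in any of the 9 types (edgeR, smallest adj. p 0.732). At an unadjusted p under 0.05 there were 388 genes in polydendrocytes, 377 in neurons, 333 in oligodendrocytes, 325 in astrocytes, 315 in endothelial cells, 265 in microglia, 201 in ependymal cells, 63 in mural cells and 39 in fibroblasts. With no filter on low counts, the alternative that moved these counts most, 83 genes passed over the 9 types. Without *Esr1* cKO tamoxifen replicate 4, *Ngp*, *S100a9* and *1100001G20Rik* passed in microglia, genes chosen after their values were seen.

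With single cells as units, 382 genes passed in neurons (211 higher and 171 lower with tamoxifen), 157 in ependymal cells (12 and 145) and 153 in oligodendrocytes (23 and 130). Astrocytes, endothelial cells, polydendrocytes and microglia had 45 to 64 each, and mural cells had 2. Per 1 k cells these were 114 in ependymal cells, 85.2 in neurons and 31.6 in oligodendrocytes. When both libraries that stood apart were left out, 39 genes passed in oligodendrocytes, 34 in neurons, 31 in endothelial cells, 27 in astrocytes, 16 in microglia, and 7 each in ependymal cells and polydendrocytes. The highest counts per 1 k cells were then 11.1 in endothelial cells, 9.60 in oligodendrocytes and 9.04 in neurons, and ependymal cells had 6.73.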

To look closer at the specific effects of tamoxifen on gene regulation, and to ask if they depend on expression of *Esr1*, we examined those gene expression changes that were significant in wild-type cells and asked how those same genes were regulated in equivalent *Esr1* cKO cells. 

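The tamoxifen effects in wild-type and *Esr1* cKO mice were first compared over all genes that passed the filter, without choosing genes by their change. Spearman's rho across genes was -0.32 in neurons, -0.26 in astrocytes, -0.26 in microglia, -0.25 in oligodendrocytes, -0.20 in endothelial cells, -0.19 in polydendrocytes, -0.14 in ependymal cells, -0.07 in fibroblasts and -0.03 in mural cells. Genes are not independent replicates, so each rho was set against the reassignments of treatment to mice within each genotype (56 × 70). The two-sided exact permutation p was 0.502 in neurons and lowest in polydendrocytes, at 0.470, so no type gave a rho larger than the reassignments did. Over the genes called with single cells as units in either genotype, rho was more negative: -0.59 in neurons, -0.63 in astrocytes, -0.77 in oligodendrocytes, -0.76 in endothelial cells, -0.73 in microglia, -0.73 in polydendrocytes and -0.68 in ependymal cells. Over the genes of Supplementary file 1i and its counterpart for ependymal cells, it was -0.48 in neurons (exact p = 0.503) and -0.81 in ependymal cells (exact p = 0.279).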

For this gene-by-gene comparison, there was a strong negative Spearman correlation observed in most cell types (Figure 5C). This negative correlation implies that the majority of significant tamoxifen-induced gene expression changes that were observed in cell types of wild-type female mice were ablated or regulated in the opposite direction in *Esr1* cKO animals.

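The correlation depended on the 2 libraries that stood apart, which lie in opposite treatment groups of the 2 genotypes. Its size fell without both, and its sign turned in most types when only 1 of them was left out. Without both, rho over all genes was -0.12 in neurons (exact p = 0.181 over 735 reassignments), -0.06 in astrocytes, -0.07 in oligodendrocytes, -0.08 in endothelial cells, -0.002 in microglia, -0.02 in polydendrocytes, -0.02 in ependymal cells, 0.01 in mural cells and 0.06 in fibroblasts. It thus changed sign only in mural cells and fibroblasts. Within sets of 4 successive library numbers that hold 1 library of each group, rho in neurons was -0.187 and 0.0781 in the 2 sets with neither library and -0.581 in the set with both. Without wild-type oil replicate 2 alone, which leaves the *Esr1* cKO library in place, rho was positive in all 9 types and 0.13 in neurons. Without *Esr1* cKO tamoxifen replicate 2 alone it was positive in 8 of 9. Among the genes of the study's list for neurons, 108 of 151 (71.5%) had fold changes of opposite sign in the 2 genotypes, and 78 of 151 (51.7%) without both libraries. For ependymal cells, 123 of 154 (79.9%) were opposite, and 44.7% of 152 without both. Changes that are lost in *Esr1* cKO mice would give unrelated signs, so these shares speak to a reversal and not to a loss. The interaction, which tests the difference between the effects, gave 0 genes with an adj. p under 0.05 in each of the 9 types (edgeR), against 3159 at an unadjusted p under 0.05 summed over types. Without both libraries 17 genes passed over all types.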

In wild-type neurons, the majority of tamoxifen-regulated genes were repressed by tamoxifen (Figure 3D). 

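The study's list for neurons holds 153 genes, of which 151 passed the filter here, 29 higher and 122 lower with tamoxifen in the list. All 151 had the same direction in wild-type neurons, with a median absolute log2 fold change of 0.43. The list was chosen on these same mice, so this is not independent evidence. None had an adj. p under 0.05 over all genes tested, 15 had when adjusted over the list alone, and 55 had an unadjusted p under 0.05 (edgeR). The count adjusted over the list alone ran from 0 to 22 as each mouse was left out in turn, and it was 0 in 6 of these 16 fits. In the 14 other libraries 87.4% kept the direction, the median absolute log2 fold change was 0.25 and 13 genes passed over the list alone.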

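Of the 122 genes that the study lists as lower with tamoxifen in wild-type neurons, 81 had a positive log2 fold change in *Esr1* cKO neurons and the other 41 did not. Of the 29 listed as higher, 27 had a negative one. In the other 14 libraries these numbers were 54 of 122 and 13 of 29. For the genes labelled in Fig. 5D that the study finds lower in wild-type neurons, the log2 fold change in wild-type and then *Esr1* cKO neurons was -0.65 and 0.25 for *Ppia*, -0.76 and 0.27 for *Stmn1*, -0.83 and -0.00 for *Vegfa*, -0.57 and 0.05 for *B3gat3*, -0.90 and 0.57 for *Pask*, -0.61 and -0.15 for *Rif1*, and -0.59 and 0.29 for *Tmem179*. For those it finds higher they were 0.64 and -0.46 for *Psmd13*, 0.86 and -0.33 for *Traf5*, 0.58 and -0.68 for *Copg2*, and 0.87 and -0.43 for *Gpr133*. No interaction of these genes had an adj. p under 0.05 (edgeR). In wild-type oil replicate 2 and *Esr1* cKO tamoxifen replicate 2, *Gpr133* gave 4 and 7 UMIs over all cells, against at least 589 in every other library. The other 3 genes were low there too: *Traf5* stood at 2.64 and 1.84 CPM over all cells, against at least 536 elsewhere. *Copg2* stood at 33.2 and 38.0 against at least 310, and *Psmd13* at 62.5 and 62.8 against at least 260. These 2 libraries may thus account for the opposite signs of these genes.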

In *Esr1* cKO neurons, most of these same genes are no longer repressed by tamoxifen (Figure 5D, Key: Figure 5—figure supplement 2A). 

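The study's list for ependymal cells holds 156 genes, of which 154 passed the filter, 94 higher and 60 lower with tamoxifen in the list. All 154 had the listed direction in wild-type ependymal cells, and 0 passed over all genes or when adjusted over the list alone (43 at an unadjusted p under 0.05, edgeR). The count over the list alone ran from 0 to 19 as each mouse was left out in turn. In *Esr1* cKO ependymal cells, 92 of the 94 higher genes had a negative log2 fold change, and 31 of the 60 lower genes a positive one. In the remaining 14 libraries, 48 of the 94 higher genes had a negative fold change and 17 of the 58 lower genes then tested a positive one, 77% of the list kept its direction in wild-type cells and the median absolute log2 fold change went from 0.66 to 0.29. *Ftl1* fell by 1.58 on the log2 scale in wild-type ependymal cells (SE 0.40) and rose by 0.17 in *Esr1* cKO ependymal cells, and without both libraries it was the 1 gene of the list with an adj. p under 0.05 over all genes in wild-type mice. *Gpr133* rose by 1.08 (SE 0.89) and fell by 0.63, *Ssh2* rose by 0.64 and fell by 0.57, and *Efcab11* rose by 1.08 and fell by 0.48. In the 2 libraries that stood apart, *Ssh2* stood at 47.8 and 42.6 CPM over all cells, against 394 to 661 in the others, and *Efcab11* at 4.75 and 3.31.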

In wild-type ependymal cells, the majority of regulated genes were induced by tamoxifen (Figure 3D) and the majority of these same genes were suppressed by tamoxifen in *Esr1* cKO ependymocytes (Figure 5D). Despite identifying fewer differentially expressed genes, the other cell types showed similar trends (Figure 5—figure supplement 2B). These data suggest that tamoxifen has generally suppressive effects on neuronal transcription and generally inductive effects on ependymal cells; further, it suggests that these effects are largely dependent on expression of *Esr1*.

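With the 200 genes of largest Welch statistic in either genotype, chosen again in each reassignment, rho was -0.29 in neurons (exact p = 0.157) and 0.06 in fibroblasts. Over the genes called in wild-type cells only, from cell means as in the study, rho was -0.54 in astrocytes, -0.35 in oligodendrocytes, -0.69 in endothelial cells, -0.67 in microglia and -0.26 in polydendrocytes. Over the 14 other libraries these were -0.19, 0.01, -0.31, 0.00 and -0.19. The cell-mean settings were chosen after seeing the data.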

To determine if the overall opposite effects of tamoxifen in *Esr1* cKO compared to wild-type animals was associated with corresponding changes in functional pathways, we performed GSEA with all cell-type clusters as before. GSEA for estrogen responsive genes in all cell types showed that tamoxifen downregulated estrogen responsive genes in multiple cell types of the wild-type hypothalamus-POA but did not significantly affect the same gene set in cells of the *Esr1* cKO hypothalamus-POA, even when using a permissive cutoff for significance (Figure 5—figure supplement 2C, Supplementary file 1a and 1f). GSEA in individual wild-type neuronal subclusters showed that tamoxifen downregulated estrogen responsive genes in various neuronal subtypes. Tamoxifen also downregulated estrogen responsive genes in some *Esr1* cKO neuronal subclusters (Figure 5—figure supplement 2D, Supplementary file 1g and 1h), but this effect was attenuated compared to wild-type. Many other functional pathways were altered in opposite directions in *Esr1* cKO cells compared to wild-type cells following tamoxifen treatment (complete results: Supplementary file 1c and 1e). This pattern included *Myc* targets in endothelial cells, ependymal cells, neurons, oligodendrocytes, and polydendrocytes. Importantly, we also found a significant change of metabolic gene expression in neurons, as both oxidative phosphorylation and glycolysis were upregulated by tamoxifen in *Esr1* cKO neurons (Figure 5E) but downregulated in wild-type neurons (Figure 4C). This trend of opposing effects of tamoxifen was not universal, as *Tnf-a* signaling was significantly downregulated by tamoxifen in both *Esr1* cKO and wild-type endothelial cells. 

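In *Esr1* cKO neurons, the genes of oxidative phosphorylation (nuclear) had a median log2 fold change of 0.17 with tamoxifen, with 84 of 91 higher (adjusted p = 1.8e-09, camera), and those of glycolysis a median of 0.14, with 16 of 19 higher (adjusted p = 0.00829, camera). The neuropeptide precursors had a median of 0.05 (adjusted p = 0.279, camera), the ribosomal proteins 0.11 (adjusted p = 6.0e-05, camera), oxidative phosphorylation (mitochondrial genome) -0.07 (adjusted p = 0.489, camera) and the immediate early genes 0.04 (adjusted p = 0.899, camera). The difference between the genotypes was tested as the interaction. Its median was 0.24 for oxidative phosphorylation (nuclear) (adjusted p = 3.7e-07, camera), 0.32 for glycolysis (adjusted p = 2.6e-04, camera), 0.19 for the ribosomal proteins (adjusted p = 7.1e-06, camera), -0.01 for the neuropeptide precursors (adjusted p = 0.798, camera), -0.11 for oxidative phosphorylation (mitochondrial genome) (adjusted p = 0.783, camera) and 0.02 for the immediate early genes (adjusted p = 0.583, camera). Over the 14 libraries other than those that stood apart, the interaction of oxidative phosphorylation (nuclear) had a median of -0.00 (adjusted p = 0.949, camera) and that of glycolysis 0.22 (adjusted p = 0.115, camera), while in *Esr1* cKO neurons alone oxidative phosphorylation (nuclear) stayed higher, at 0.08 (adjusted p = 0.00842, camera). Over the alternatives, the adj. p of the interaction ran from 1.7e-10 to 0.994 for oxidative phosphorylation (nuclear) and from 7.9e-05 to 0.994 for glycolysis. None of these calls held under fry.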

Finally, many pathways, including *mTorc1* signaling in astrocytes, establishment of the endothelial barrier in endothelial cells, and neuropeptide signaling in neurons, were significantly affected by tamoxifen in wild-type cells, but not affected in their *Esr1* cKO counterparts (Supplementary file 1c and 1e). Together these data demonstrate that the majority of tamoxifen-induced changes in gene expression in the hypothalamus-POA are dependent upon expression of ERα in the *Nkx2-1* lineage. This includes many functional pathways (e.g., neuronal activity and estrogen responsive genes) in many cell types and neuronal subtypes.

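Over the 9 cell types, the interaction of genotype and tamoxifen was the test closest to this conclusion, and its smallest adj. p was 0.242 (edgeR). By type there were 642 genes at an unadjusted p under 0.05 in neurons, 454 in oligodendrocytes, 443 in endothelial cells, 400 in astrocytes, 384 in polydendrocytes, 361 in ependymal cells, 349 in microglia, 83 in mural cells and 43 in fibroblasts. With no filter on low counts 142 genes passed for the interaction. The log2 fold change with tamoxifen was higher in *Esr1* cKO than in wild-type mice for 35 of them and lower for 107. The paper finds that most genes changed by tamoxifen in wild-type cells were unchanged or changed the other way in *Esr1* cKO cells (Fig. 5C and D), and that many gene sets changed in opposite directions or in wild-type cells only (Fig. 5E). From these comparisons it concludes that most of the changes depend on ERα in the *Nkx2-1* lineage.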

### The homeostatic effects of tamoxifen are dependent on ERα

Given the known roles of ERα in mediating many aspects of physiology, as well as the effect of ERα conditional knockout on the transcriptomic effects of tamoxifen, we asked if loss of ERα would also affect physiological responses to tamoxifen in mice. We therefore measured body temperature, movement, and bone density in *Esr1* cKO mice treated equivalently and concurrently with wild-type animals (Figure 1A). Interestingly, tamoxifen injection was not associated with any difference in core body temperature in *Esr1* cKO mice compared to vehicle-treated controls (treatment: F(1, 14)=0.1395, p=0.7144) (Figure 6A–B). Specifically, we did not detect any significant differences in heat dissipation or production when comparing *Esr1* cKO mice treated with tamoxifen vs. vehicle, as indicated by HLI (treatment: F(1, 13)=3.109, p=0.1013) (Figure 6C–D) and BAT temperature (t = 0.2640, df = 4, p=0.8048) (Figure 6E–F). In contrast to wild-type mice, there was no significant difference in movement between tamoxifen and vehicle treatment in *Esr1* cKO mice (treatment: F(1, 14)=2.638, p=0.1266) (Figure 6G–H).

**Figure 6.**
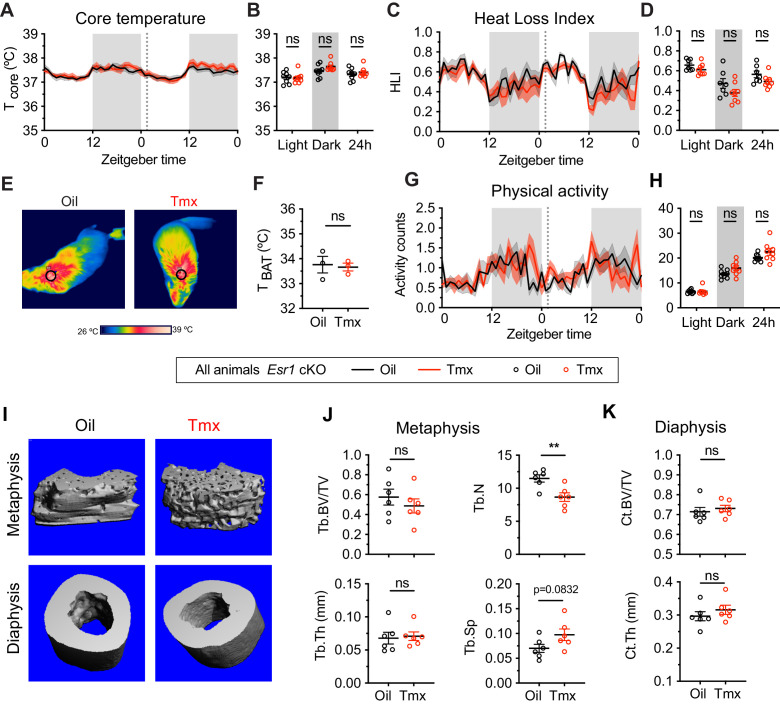
The homeostatic effects of tamoxifen are dependent on estrogen receptor alpha (ERα) in the hypothalamus and preoptic area (hypothalamus-POA). (**A**) Hourly average of core body temperature in *Esr1* cKO female mice over 2 days before and 3 weeks after injections (dotted line). (**B**) Average core body temperature from mice shown in panel (**A**) highlighting per animal averages in light (7:00 to 19:00), dark (19:00 to 7:00), and total 24 hr periods (n = 8, treatment: F_1,14_=1.395, p=0.7144). (**C**) Heat loss index (HLI) calculated from continuous measurements of core and tail temperature. (**D**) Average HLI from mice shown in panel (**C**) (n = 7–8, treatment: F_1,13_=3.109, p=0.1013). (**E**) Thermographic images of interscapular skin above brown adipose tissues (BAT) depots in *Esr1* cKO female mice injected with either oil or tamoxifen. (**F**) Quantification of temperature of skin above intrascapular BAT depots (n = 3, t_4_ = 0.264, p=0.8048). (**G**) Hourly average of movement over 2 days before and after injections (dotted line). (**H**) Average movement from mice shown in panel (**H**) (n = 8, treatment: F_1,14_=2.638, p=0.1266). (**I**) Representative micro-computed tomography (microCT) images showing bone density of the distal metaphysis and midshaft diaphysis of femurs from tamoxifen or oil treated *Esr1* cKO female mice. (**J**) Trabecular bone volume fraction (BV/TV, t_10_ = 0.8340, p=0.4237), trabecular numbers (Tb.N, t_10_ = 3.349, p=0.0074), trabecular thickness (Tb.Th, t_10_ = 0.2668, p=0.7951), and trabecular separation (Tb.Sp, t_10_ = 1.924, p=0.0832) in distal metaphysis of femurs (n = 6). (**K**) Bone volume fraction (Ct.BV/TV, t_10_ = 0.5963, p=0.5643) and cortical thickness (Ct.Th, t_10_ = 0.9720, p=0.354) in diaphysis of femurs (n = 6). Line shading and error bars represent standard error of the mean (SEM). ns, non-significant; **, p<0.01 for Sidak's multiple comparisons test (**B, D, and H**) or two-tailed t-test (**F, J, and K**). Figure 6—source data 1.Source data for Figure 6, panel a.Hourly average of core body temperature in *Esr1* cKO female mice over 2 days before and 3 weeks after injections. Each column is an independent mouse. Figure 6—source data 2.Source data for Figure 6, panel b.Average core body temperature from *Esr1* cKO mice in light, dark, and total 24 hr periods. Each column is an independent mouse. Figure 6—source data 3.Source data for Figure 6, panel c.Hourly average of heat loss index (HLI) calculated from continuous measurements of core and tail temperature in *Esr1* cKO female mice treated with oil or Tmx. Each column is an independent mouse. Figure 6—source data 4.Source data for Figure 6, panel d.Average heat loss index (HLI) in the light, dark, and total 24 hr periods for *Esr1* cKO female mice treated with oil or Tmx. Each column is an independent mouse. Figure 6—source data 5.Source data for Figure 6, panel f.Quantification of temperature of skin above intrascapular brown adipose tissue (BAT) depots in *Esr1* cKO female mice treated with oil or Tmx. Each cell is an independent mouse. Figure 6—source data 6.Source data for Figure 6, panel g.Hourly average of movement over 2 days before and 3 weeks after injections of oil or tamoxifen in *Esr1* cKO female mice. Each column is an independent mouse. Figure 6—source data 7.Source data for Figure 6, panel h.Average movement in light, dark, and 24 hr periods over 2 days before and 3 weeks after injections of oil or tamoxifen in *Esr1* cKO female mice. Each column is an independent mouse.

Knockout of ERα in the hypothalamus-POA largely blocked the effect of tamoxifen on bone physiology as well. No difference was observed in bone volume fraction (t = 0.8340, df = 10, p=0.4237), thickness (t = 0.2668, df = 10, p=0.7951), or separation of trabeculae (t = 1.924, df = 10, p=0.0832) when comparing tamoxifen to vehicle-treated animals. In contrast to wild-type mice, we observed a tamoxifen-induced reduction in trabecular number (t = 3.349, df = 10, p=0.0074) (Figure 6I–J). There was no significant difference in bone volume ratio (t = 0.5963, df = 10, p=0.5643) or cortical thickness (t = 0.9720, df = 10, p=0.3540) in the cortical bones of mice treated with tamoxifen compared to mice treated with vehicle (Figure 6I and K). Taken together, these results suggest that the dysregulation of core temperature, reduced movement, and changed bone physiology associated with tamoxifen treatment in wild-type mice are largely dependent upon the expression of ERα in the *Nkx2-1* lineage.

## Discussion

Tamoxifen is a selective estrogen receptor modulator that exerts antiproliferative effects on cancer cells through ERα (Davies et al., 2011), but can exert agonistic or antagonistic effects on the different estrogen receptors depending on cell type and context (Watanabe et al., 1997; Mo et al., 2013). The hypothalamus-POA is rich in estrogen receptor expression, making it a prime candidate as a tamoxifen target (Merchenthaler et al., 2004; Gofflot et al., 2007; Matsuda et al., 2013; Saito et al., 2016). Here, we take the first steps to define the cell types and cellular mechanisms that mediate some of the undesirable side effects experienced by people undergoing tamoxifen therapy. We demonstrate the utility of mice as a good model to study many of tamoxifen’s physiological effects; tamoxifen administration in mice increases heat dissipation, decreases movement, and increases bone density. These effects are similar to those experienced by people receiving tamoxifen therapy, who experience hot flashes, lethargy, and changes in bone density, among other symptoms (Love et al., 1991; Powles et al., 1996; Fisher et al., 1998; Loprinzi et al., 2000; Haghighat et al., 2003; Howell et al., 2005; Kligman and Younus, 2010; Francis et al., 2015).

Using single-cell RNA sequencing, we find that tamoxifen alters transcriptomes in the hypothalamus-POA, consistent with the hypothesis that tamoxifen treatment alters central nervous system function (Eberling et al., 2004; Gibbs et al., 2014; Denk et al., 2015). Indeed, tamoxifen and its metabolites are detectable and up to 46-fold higher in the brain than in serum of breast cancer patients (Lien et al., 1991). We report that tamoxifen treatment affects gene expression in many cell types but most strongly in neurons and ependymal cells. These findings are consistent with previous reports of tamoxifen-induced gene expression changes within neurons (López et al., 2006; Aquino et al., 2016; Sá et al., 2016), and tamoxifen-induced stress in neurons and ependymal cells (Denk et al., 2015). Although much higher doses, such as those used to activate tamoxifen-inducible mouse models (25–100 mg/kg), can inhibit neural progenitor cell proliferation during cortical patterning or induce adipogenesis and prolonged genetic effects (Ye et al., 2015; Lee et al., 2020), we do not detect any changes in the proportion of different cell types after 28 days of treatment with a clinically relevant dose (0.1 mg/kg) of tamoxifen.

Notably, conditional knockout of the *Esr1* gene encoding ERα did not render the brain insensitive to tamoxifen. Instead it ablated or reversed the direction of a significant number of the tamoxifen-induced gene expression changes that were observed in the wild-type hypothalamus-POA. Importantly, this reversal encompassed many functional pathways including those controlling metabolism and neuropeptide signaling in neurons. The many transcriptional changes induced by tamoxifen in *Esr1* cKO mice might be attributed to tamoxifen’s effects on the other estrogen receptors or effects mediated by cells outside of the *Nkx2-1* lineage. Indeed, studies of breast cancer resistance suggest many other signaling pathways, for example, Pgr, androgen receptor, and GPER may be involved in the actions of tamoxifen on transcription (Mo et al., 2013; Rondón-Lagos et al., 2016). Pgr expression in the hypothalamus is regulated by both endogenous estrogens and tamoxifen (Sá et al., 2016) and we find that *Pgr* is most abundant in neurons. Although more enriched in mural cells, GPER has been shown to increase acetylcholine release in neurons of the hippocampus (Gibbs et al., 2014). Nevertheless, conditional knockout of ERα in the hypothalamus-POA blocked the majority of the physiological changes observed in wild-type mice by tamoxifen, indicating a pivotal role of ERα in mediating the homeostatic effects of tamoxifen. Together, these data indicate an indispensable role for ERα in the molecular and physiological response to tamoxifen treatment in mice. In addition, our data indicate that tamoxifen exerts potent effects on gene expression in a variety of neuronal subtypes, as well as in ependymal cells. It is very likely that the pleiotropic physiological effects of tamoxifen involve various estrogen responsive cells and brain regions. Determining which regions of the hypothalamus-POA respond directly to tamoxifen and which nuclei mediate the various effects of tamoxifen will require careful region and cell-type specific *Esr1* deletion studies.

Hot flashes are one of the most common complaints by people undergoing tamoxifen therapy or transitioning to menopause (Stearns et al., 2002; Kligman and Younus, 2010). Hot flashes are characterized by frequent, sudden increases of heat dissipation from the skin, often accompanied with sweats and transient decreases in core body temperature (Stearns et al., 2002). The precise mechanisms behind this change in thermoregulatory responses are unknown; however, several studies have suggested that a disruption in central sex hormone signaling is involved. The hypothalamus-POA is a central site for both sex hormone action and body temperature regulation and appears to play a role in the etiology of hot flashes. Specifically, activating neurons in the ARC that co-express kisspeptin, neurokinin B, and dynorphin (KNDy neurons, which also express ERα) or manipulating their downstream neurokinin B signaling in the POA induces hot flash-like symptoms in rodents and humans (Dacks et al., 2011; Jayasena et al., 2015; Padilla et al., 2018). We detected the highest *Esr1* expression levels in neurons marked by expression of the neurokinin B precursor gene, *Tac2*, suggesting that tamoxifen may interact with neurokinin B signaling through ERα in the ARC or the POA. Indeed, *Esr1* cKO mice which showed loss of ERα in the ARC and POA (Figure 5A) did not exhibit tamoxifen-induced tail and core temperature changes. Together, these data suggest the hypothesis that tamoxifen induces hot flashes via estrogen-sensitive neural circuits involved in thermoregulation. However, it is important to acknowledge that the sustained increase in tail skin temperature observed here and in other animal models (Kobayashi et al., 2000; Padilla et al., 2018) does not fully reflect the episodic nature of hot flashes in humans. Additionally, there is evidence that other ERs can contribute to estrogen’s effects on thermoregulation. For example, treating ovariectomized rats with selective ligands for ERβ can mimic the effects of estradiol treatment on tail skin temperature (Opas et al., 2009). Similarly, a Gq-coupled estrogen receptor ligand (STX) is able to decrease core body temperature similar to E2 in guinea pigs after ovariectomy (Roepke et al., 2010). Although the effects of estrogens on thermoregulation are probably multifaceted and complex, it is clear that ablating ERα is sufficient to abrogate the effects of tamoxifen on core body temperature and tail skin temperature in mice.

Animal studies indicate that estrogen signaling promotes movement (Ogawa et al., 2003; Lightfoot, 2008), although in humans, estrogen related activity changes remain controversial (see review Bowen et al., 2011). In female breast cancer patients, there is a significant association between ongoing tamoxifen usage and symptoms of fatigue (Haghighat et al., 2003). Our results demonstrate that ERα in the hypothalamus-POA mediates a suppressive effect of tamoxifen on movement. This is consistent with the results that ERα signaling in the hypothalamus-POA regulates physical activity in mice (Ogawa et al., 2003; Musatov et al., 2007; Xu et al., 2011; Sano et al., 2013; Correa et al., 2015; van Veen et al., 2020). Specifically, activation of ERα neurons in the *Nkx2-1* lineage promotes movement (Correa et al., 2015) and loss of ERα in the VMH reduces physical activity in mice (Musatov et al., 2007; Correa et al., 2015). In addition, the POA is rich in ERα expression and has been shown to be responsible for estrogen induced running wheel activity (King, 1979; Fahrbach et al., 1985; Takeo and Sakuma, 1995). Although ERβ also is expressed in the hypothalamus-POA, physical activity is primarily regulated by ERα signaling in mice (Ogawa et al., 2003). Therefore, tamoxifen may act as an ERα antagonist in those estrogen-sensitive regions to suppress physical activity in mice.

Similar to endogenous estrogens, tamoxifen has profound effects on bone remodeling. Human studies have demonstrated that tamoxifen is protective against bone mineral density loss after menopause but induces bone loss before menopause (Love et al., 1992; Kristensen et al., 1994; Powles et al., 1996; Vehmanen et al., 2006). In contrast, animal studies have generally shown protective effects of tamoxifen on bone, regardless of ovarian function (Turner et al., 1988; Perry et al., 2005; Starnes et al., 2007). Whether these discrepancies are due to fundamental differences between rodent and human bone biology remains to be determined. We found that tamoxifen greatly increased bone mass in wild-type mice, displaying an estrogen-like protective effect. Although this study did not evaluate bone formation and resorption respectively, a number of animal studies have indicated that tamoxifen can stimulate bone formation (Perry et al., 2005) and also suppress bone resorption (Turner et al., 1988; Quaedackers et al., 2001), resulting in a net bone accruement. We did not detect an effect of tamoxifen on bone volume in *Esr1* cKO mice and observed opposite changes on trabecular bone number compared to that in wild-type mice. These results suggest that at least some of the effects of tamoxifen on bone are mediated by ERα signaling within the *Nkx2-1* lineage. ERα signaling outside of the *Nkx2-1* lineage or other estrogen receptor subtypes may also contribute to the effects observed in wild-type mice (Windahl et al., 2002). Indeed, E2 replacement after ovariectomy can increase cortical bone dimensions in ERα and ERβ double KO mice (Lindberg et al., 2002) and a Gq-coupled estrogen receptor ligand is able to increase bone density in guinea pigs after ovariectomy (Roepke et al., 2010). However, depletion of ERα in the medial basal hypothalamus or specifically within the KNDy neurons results in an impressive increase in bone mass (Farman et al., 2016; Herber et al., 2019), suggesting that the strongest effects of estrogens on bone may be mediated by hypothalamic ERα. The potent effect of hypothalamic ERα on bone is consistent with our finding that conditional ERα ablation in the hypothalamus-POA can abrogate the effects of tamoxifen on bone volume. However, it is possible that we were unable to detect more subtle effects of tamoxifen on bone in *Esr1* cKO mice, as these could be masked by the dramatic alteration in bone metabolism observed in *Esr1* cKO mice.

Although the *Nkx2-1* lineage includes cells in the thyroid, pituitary, and lung, *Esr1* expression is not altered in these peripheral tissues of *Esr1* cKO mice (Herber et al., 2019), leaving the hypothalamus-POA as the most likely mediator of the ERα-dependent physiological effects of tamoxifen reported here. Despite this, it is very likely that peripheral tissues are also affected by systemic tamoxifen administration, leading to other physiological effects that we did not examine. Indeed, there is evidence that estrogen suppression therapies, including tamoxifen or aromatase inhibitors, can lead to the dysregulation of energy balance and glucose homeostasis in humans and when modeled in rodents (López et al., 2006; Lampert et al., 2013; Ceasrine et al., 2019; Scalzo et al., 2020). Together, these studies reveal widespread effects of tamoxifen treatment on the hypothalamus-POA and implicate ERα signaling within the *Nkx2-1* lineage as a major mediator of the effects of tamoxifen on thermoregulation, movement, and bone homeostasis.

In summary, the rodent model of tamoxifen treatment provided here mimics several of the key side effects of endocrine therapy observed in humans. If translatable to humans, our findings suggest the hypothesis that tamoxifen treatment may alter thermoregulation, physical activity, and bone through ERα signaling in the brain. A recent survey conducted in the online breast cancer communities showed that women often experienced more of tamoxifen’s side effects than men and one-third of patients did not feel that their side effects were taken seriously (Berkowitz et al., 2021). The insights provided here are a first step toward the development of alternative or improved treatments that mitigate or circumvent some of the undesirable side effects of tamoxifen therapy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
gene (*Mus musculus*)	*Esr1*	MGI	MGI:1352467 NCBI Gene: 13982	
Strain, strain background (*Mus musculus*)	*Esr1^tm1Sakh^* *Esr1 floxed* mouse line; CD-1;129P2 mixed background	Feng et al., 2007	MGI:4459300	Targeted conditional mutation allele. Females used for experiments
Strain, strain background (*Mus musculus*)	*Tg(Nkx2-1-cre)^2Sand^* *Nkx2-1Cre* mouse line CD-1;129P2 mixed background	Xu et al., 2008	MGI: 3773076	BAC transgenic Cre driver. Females used for experiments
Antibody	anti-ERα (mouse monoclonal)	Santa Cruz	Cat# sc-8002, RRID:AB_627558	IF (1:250)
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	T5648	
Software, algorithm	Seurat R package	Butler et al., 2018	version 3.2.0	Single-cell RNA sequencing analyses
Software, algorithm	Prism	GraphPad	version 8	Physiology data analyses
Software, algorithm	VitalView software	Starr Life Sciences	version 5.1	Core temperature and movement data collection
Software, algorithm	Mercury Analysis Software	Star:ODDI	version 5.7	Tail temperature data collection
Other	DAPI stain	Invitrogen	D1306, RRID:AB_2629482	IF (1 µg/mL)

### Mice

All mice were maintained under a 12:12 hr L/D schedule at room temperature (22–23°C) and provided with food and water ad libitum. Mice expressing the NK2 homeobox transcription factor 1 (*Nkx2-1*; also known as *Ttf1*) Cre driver transgene (Tg(*Nkx2-1-Cre*)^2Sand^), and the *Esr1* floxed allele (*Esr1*^tm1Sakh^) were maintained on a CD-1;129P2 mixed background. *Cre*-negative littermates were selected as controls. A total of 50 female mice were used. Mice were 8–10 weeks old at the start of the experiments. All studies were carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. UCLA is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC) aThe UCLA Institutional Animal Care and Use Committee (IACUC) approved all animal procedures.

### Tamoxifen administration

Tamoxifen (Sigma-Aldrich, T5648) was dissolved first in ethanol and then diluted in corn oil at a final concentration of 100 μg/mL and 0.5% of ethanol. Accordingly, the vehicle was prepared in corn oil containing 5% ethanol. We performed daily subcutaneous injection of tamoxifen at a dose of 0.1 mg/kg or an equal volume of vehicle control for 4 weeks. We estimated that this dose models human tamoxifen exposure based on studies of tamoxifen in human serum, estimates of total blood volume in mice, and bioavailability of tamoxifen delivered via subcutaneous injection (Slee et al., 1988). Additionally, it is on the low end of what is used effectively in previous studies (Wade and Heller, 1993; Perry et al., 2005), which is desirable to minimize off-target effects.

### Telemetry recording

Mice were anaesthetized with isofluorane and received combinatorial analgesics (0.01 mg/mL buprenorphine, 0.58 mg/mL carprofen) pre and post any surgeries. A G2 eMitter (Starr Life Sciences) was implanted to the abdominal cavity and attached to the inside body wall of a mouse. Mice were single-housed in cages placed on top of ER4000 Energizer/Receivers. Gross movement and core body temperature were measured every 5 min using VitalView software (Starr Life Sciences). These measurements were collected continuously for 3 days on and 3 days off for the duration of the 28-day period. Telemetry data show 24 hr averages from the two telemetry sessions before (baseline) and 3 weeks of tamoxifen or vehicle injections (treatment). Tail skin temperature was monitored every 5 min using a Nano-T temperature logger (Star-Oddi) that was attached to the ventral surface and 1 cm from the base of the tail in a 3D-printed polylactic acid collar modified from Krajewski-Hall et al., 2018. Tail skin data show 24 hr averages for the same time periods as the telemetry data.

### Thermal imaging

Infrared thermal images were captured using e60bx thermogenic camera (FLIR Systems) and analyzed using the FLIR Tools software. All images were obtained at a constant distance to subject in awake animals at light phase. BAT skin temperature was defined from the average temperature of a spherical area centered on the interscapular region.

### Single-cell dissociation and library preparation

To avoid circadian differences and batch effects, all four groups were performed in parallel at the same time across 4 days with n = 4 mice per day. Mice were euthanized 2 hr after the last administration of tamoxifen or vehicle. The brain was freshly collected into ice-cold HABG buffer (Hibernate A, B27, Glutamax, Fisher Scientific, Hampton, NH, USA) containing freshly prepared papain. A coronal section containing the hypothalamus-POA was quickly dissected along the boundary of rostral and caudal spherical grooves from the bottom of the brain. A third cut was made along the white fiber of anterior commissure to get a square block of tissue (Figure 3—figure supplement 1A). The tissue was then disassociated and prepared into a single-cell suspension at a concentration of 100 cells/μL in 0.01% BSA-PBS using a previously described protocol (Liu et al., 2020). Briefly, dissected tissues were incubated in a papain solution for 30 min at 30°C then washed with HABG. Using a siliconized 9-in Pasteur pipette with a fire-polished tip, the cells were triturated carefully to help dissociate the tissue. Next, to separate the cells and remove debris, the cell suspension was placed on top of a prepared OptiPrep density gradient (Sigma-Aldrich, St. Louis, MO, USA) then centrifugated at 800 g for 15 min at 22°C. After debris removal, the cell suspension containing the desired cell fractions was centrifugated for 3 min at 22°C at 200 g, and the supernatant was discarded. Finally, the cell pellet was re-suspended in 0.01% BSA (in PBS) and filtered through a 40 µm strainer (Fisher Scientific, Hampton, NH, USA). The cells were then counted and diluted to appropriate cell density.

Barcoded single cells, or STAMPs (single-cell transcriptomes attached to microparticles), and cDNA libraries were prepared as described previously (Liu et al., 2020) and in line with the online protocol v3.1 from McCarroll Lab (http://mccarrolllab.org/download/905/). Briefly, to generate STAMPS, the prepared single-cell suspensions, EvaGreen droplet generation oil (BIO-RAD, Hercules, CA, USA), and ChemGenes barcoded microparticles (ChemGenes, Wilmington, MA, USA) containing unique molecular identifiers (UMIs) and cell barcodes were co-flowed through a FlowJEM aquapel-treated Drop-seq microfluidic device (FlowJEM, Toronto, Canada) at recommended flow speeds (oil: 15,000 μL/h, cells: 4000 μL/h, and beads 4000 μL/h). After breakage of the droplets, the beads were washed and suspended in reverse transcriptase solution. Prior to PCR amplification, samples underwent an exonuclease I treatment. Next, the beads were washed, counted, and aliquoted into PCR tubes (6000 beads/tube) for PCR amplification (4+11 cycles). The cDNA quality was checked using a High Sensitivity chip on BioAnalyzer (Agilent, Santa Clara, CA, USA) then fragmented using Nextera DNA Library Preparation kit (Illumina, San Diego, CA, USA) with multiplex indices. The libraries were then purified, quantified, and sequenced on an Illumina HiSeq 4000 (Illumina, San Diego, CA, USA).

### Analysis of single-cell RNA-seq

Single-cell transcriptomic data were analyzed in R version 3.6.1 using the package ‘Seurat’ version 3.2.0 and custom Seurat helper package ‘ratplots’ version 0.1.0 written for this study. All custom functions and complete analysis scripts are available at https://github.com/jevanveen/; Stuart et al., 2019. Cells were filtered for quality with the following criteria: cells with >15% of reads coming from mitochondrial genes were excluded and cells with fewer than 200 or more than 4000 genes detected were excluded. Samples derived from the four experimental conditions—wild-type, vehicle treated; wild-type, tamoxifen treated; *Esr1 cKO*, vehicle treated; and *Esr1 cKO*, tamoxifen treated—were aligned based on the expression of 2000 conserved highly variable markers in each group. Cells were clustered based on transcriptome similarity, using a shared nearest neighbor algorithm (Waltman and van Eck, 2013) and displayed with both universal manifold approximation and projection (UMAP) and t-distributed stochastic neighbor embedding (tSNE). For each cell cluster, marker genes were determined by comparing expression in the given cluster against all other clusters using the smart local moving algorithm to iteratively group clusters together (Blondel et al., 2008). For all differentially expressed gene marker analyses, statistical significance testing was performed with the Seurat default Wilcoxon rank-sum-based test and Benjamini-Hochberg method for multiple-testing correction. GSEAs were performed in R using the package ‘fgsea’ version 1.14.0. GSEAs to find estrogen signatures were done using the gene ontology (GO) pathway ‘GO_ESTROGEN_RESPONSE’ taken from mSigDB version 6.2. For general pathway analyses, a custom set of pathways was assembled from mSigDB ‘Hallmark’ pathways version 6.2 and selected GO pathways (version 6.2) particularly relevant to neural development and function. The complete list of these pathways is given in Supplementary file 1b.

Cells annotated as neurons were extracted and re-clustered using the same steps used to cluster all cells, with the following differences: 500 highly variable genes were used to align neurons from different treatment groups. No additional quality filtering was performed. Neuronal subtypes were annotated based on top marker genes, defined as the highest LogFC compared to all other neuronal subtypes, while meeting the criterion of adjusted p-value < 0.05. GSEAs were performed on neuronal subtypes using the same gene sets and methods performed for general cell types. All graphs and tables in Figures 3–5 were produced using the R packages ‘ggplot2’ version 3.3.2 and custom functions in ‘ratplots’ version 0.1.0.

### Micro-computed tomography

Left femoral bones from the hind legs were dissected, cleaned of any soft tissue, and frozen in PBS at −20°C till further analysis. Samples were scanned in 70% ethanol using Scanco Medical μCT 50 specimen scanner with a voxel size of 10 mm, an X-ray tube potential of 55 kVp and X-ray intensity of 109 μA. Scanned regions included 2 mm region of the femur proximal to epiphyseal plate and 1 mm region of the femoral mid-diaphysis. For the analysis, a trabecular bone compartment of 1 mm length proximal to the epiphyseal plate was measured. Cortical parameters were assessed at the diaphysis in an adjacent 0.4 mm region of the femur. In both specimen and in vivo scanning, volumes of interest were evaluated using Scanco evaluation software. Representative 3D images created using Scanco Medical mCT Ray v4.0 software.

### Immunohistochemistry

Mice were perfused transcardially with ice-cold PBS (pH = 7.4) followed by 4% paraformaldehyde (PFA) in PBS. Brains were post fixed in 4% PFA overnight, dehydration in 30% sucrose for 24 hr, embedded in optimal cutting temperature (OCT) compound, and stored in −80°C before sectioning. Coronal sections were cut under cryostat (Vibratome) into eight equal series at 18 μm. ERα immunoreactivity was detected using hot based antigen retrieval immunohistochemistry protocol. Briefly, sections were first incubated in antigen retrieval buffer (25 mM Tris–HCl, 1 mM EDTA, and 0.05% SDS, pH 8.5) at 95°C for 40 min. Sections were then blocked for 1 hr in 10% BSA and 2% normal goat serum (NGS) and incubated overnight at 4°C with primary antibody (ERα, 1:250, sc-8002, Santa Cruz). Following 3 × 10 min washing in PBS, sections were incubated with fluorophore conjugated goat anti-mouse secondary antibody (Thermo Fisher Scientific) for 2 hr at room temperature. After washing, sections were incubated with DAPI, washed with PBS, and coverslipped with Fluoromount-G.

The images were taken by DM1000 LED fluorescent microscope (Leica). Cyan/magenta/yellow pseudo-colors were applied to all fluorescent images for color-friendly accessibility. Image processing was performed using the Leica Application Suite (Leica) and ImageJ (NIH).

### RNA isolation and real time PCR (qPCR)

Interscapular BAT was snap-frozen in liquid nitrogen and stored at −80°C until analysis. Total RNA from BAT was isolated using Zymo RNA isolation kit (ZYMO Research) and RNA yield was determined using a NanoDrop D1000 (Thermo Fisher Scientific). cDNA synthesis was performed with equal RNA input using the Transcriptor First Strand cDNA synthesis kit (Roche Molecular Biochemicals). qPCR was performed using C1000 Touch Thermal Cycler (BioRed) and SYBR mix (Bioline, GmbH, Germany), using validated primer sets (Zhang et al., 2020) (*Ucp1*: F - CACGGGGACCTACAATGCTT and R – TAGGGGTCGTCCCTTTCCAA; *Adr3b* F - GGAAGCTTGCTTGATCCCCA and R - GCCGTTGCTTGTCTTTCTGG).

### Statistics

Data are represented as mean ± standard error of the mean (SEM). Data with normal distribution and similar variance were analyzed for statistical significance using two-tailed, unpaired Student’s t-tests. Time course data were analyzed by repeated measures two-way ANOVA or mixed model followed by Sidak’s multiple comparisons. Significance was defined at a level of α <0.05. Detailed statistics are listed in Supplementary file 2. Statistics were performed using GraphPad Prism eight and RStudio.

## Data Availability

Sequencing data have been deposited in GEO under accession number GSE158960. The following dataset was generated: ZhangZParkJWAhnISDiamanteGSivakumarNArnesonDVYangXVeenJECorreaSM2021Hypothalamic estrogen receptor alpha mediates key side effects of tamoxifen therapy in miceNCBI Gene Expression OmnibusGSE158960

How the deposited data were processed for this re-analysis (not part of the article)

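Single cells of the hypothalamus-POA were profiled by Drop-seq in 16 mice reported as female, 1 library per mouse: 3 wild-type mice given oil, 5 wild-type mice given tamoxifen, 4 *Esr1* cKO mice given oil and 4 given tamoxifen, at 0.1 mg/kg over 28 daily injections. The authors deposited, for each mouse, counts of UMIs per gene and cell barcode, with lists of gene symbols and barcodes. The deposited values are whole numbers without normalization, and replicates were not pooled. The aligner, the counting program, the genome build and the annotation are not named in the paper's text. Every deposited barcode has at least 20 genes, and at least 100 in the libraries of wild-type oil replicate 2 and *Esr1* cKO tamoxifen replicate 2, so barcodes with fewer genes had been removed before deposit. The study's own cell filter had not been applied to the files.

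The libraries held 2634253 to 8038158 UMIs, of which 48.9% to 76.8% lay in the cells kept. Cells with more than 200 and fewer than 4000 genes and under 15% of UMIs from genes whose symbol starts with mt- were kept. The mitochondrial limit removed 263 to 2667 barcodes per library and the upper limit on genes 13 to 55. The median depth of the kept cells ran from 563 to 819 UMIs per library, so most genes of a single cell were at 0 or 1 UMI and comparisons between mice used UMIs summed over cells. Counting error of a share of cells is given as an exact Clopper-Pearson interval at a confidence level of 95%.

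Cells were log-normalised and clustered in Seurat 5.3.0 (R 4.3.3), with 2000 variable genes per group, CCA anchors between the 4 groups over 30 dimensions, 20 principal components and a resolution of 0.05. Each cluster was named from fixed marker lists, with a pseudocount of 0.1 UMIs per 10000 and at least 20 UMIs for a detected marker. Neurons were clustered again with 500 variable genes and a resolution of 0.7, and each neuronal cluster is called by its leading gene. Doublets were called by Scrublet in scanpy 1.11.5 at an expected rate of 0.05 and removed only in an alternative. Mixing was measured over 30 nearest neighbours in the space of the clustering with scikit-learn 1.9.0, so after the anchors had aligned the 4 groups.

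For each cell type, UMIs were summed over the cells of a library with at least 10 such cells. One edgeR 4.0.16 quasi-likelihood fit of the 4 groups, with TMM normalization and filterByExpr, gave tamoxifen against oil in wild-type and in *Esr1* cKO mice, the interaction of both, and *Esr1* cKO against wild-type mice, with Benjamini-Hochberg adjustment and a threshold of 0.05. Receptor genes were compared between a cell type, or a neuronal cluster with at least 3 cells in a library, and the other cells of the same library with edgeR and the library as a block. The tamoxifen effects of both genotypes were compared by Spearman's rho across genes, with an exact permutation test over the 56 splits of the wild-type and 70 splits of the *Esr1* cKO mice. Shares of cells were compared with exact permutation tests. All tests were two-sided. The lists for oxidative phosphorylation (nuclear), oxidative phosphorylation (mitochondrial genome), glycolysis, neuropeptide precursors, ribosomal proteins and immediate early genes were fixed by gene symbol and tested with camera and fry of limma 3.58.1. A list of 13 choroid plexus genes was written before it was tested. Intron lengths came from GENCODE vM21, which may not be the annotation the authors counted on.

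The genes named are those the study names in its text on single cells or labels in its Fig. 3 to 5, and, per comparison and cell type, the 3 genes with the largest absolute log2 fold change among those past the threshold whose groups do not overlap. Others are marked as chosen after their values were seen.

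The alternatives were DESeq2 1.42.0 with its size factors and test, its size factors in the edgeR fit, no filter on low counts, the libraries of 1 genotype alone, the replicate numbers as a block, 1 surrogate variable from sva 3.50.0, each library left out in turn, cells with more than 500 genes, a mitochondrial share under 5%, removal of called doublets, a resolution of 0.5, and single cells as units with a Wilcoxon rank-sum test and Bonferroni adjustment, as in the study. For that test, genes found in a share of at least 0.001 of the cells and with a natural-log fold of at least 0.01 were used. Further alternatives for single results were thinning to 500 UMIs per cell with shallower cells left out, all 16 or only oil libraries for the receptors, neurons with at least 3 UMIs of the leading gene, the 200 genes with the largest Welch statistic, the study's gene lists, the correlation without mt-, Rpl and Rps genes, oil libraries alone for *Esr1* by genotype, at least 2 UMIs each of *Esr1* and *Nkx2-1*, and, for the study's lists, cell means. The settings added after seeing the data leave out the 2 libraries that stood apart, give them a term of their own, give the successive fours of library numbers a term, compute the correlation within them, leave out the wild-type one for the receptors, or use natural-log cell means for receptor genes and correlations.

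The edgeR and DESeq2 fits, camera, the Wilcoxon test and the correlation were each tested on simulated data before use. The counts of changed genes with mice as units were set against other splits of the same mice into groups of the same sizes, all of them or 100 drawn at random. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and Matrix 1.6.5 in R, were used throughout. The study's GSEA sets, its physiological measurements and its immunostaining were not analysed here. The paper's text gives 4 days with 4 mice per day, but not the day of each mouse. The library numbers S1 to S16 of the labels, taken in successive fours, were used as a stand-in for the day in an alternative; the labels do not say that they follow the days. A cluster of 197 cells that matched no marker list was left out of the tests by cell type.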

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

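The tests of intron length, depth and the male library, the tests of *Nov* and *Socs2* outside the *Tac2*-led cluster, the test of *Ttr* in the types other than ependymal cells, and every test without both libraries that stood apart were chosen only after the results were seen. Over 23 measures, 69 groups of 4 or 5 libraries were searched for a library far from the others of its group, and 6 (8.70%) held one. Chance gives about 1 in 20, so a single case rests on little without further tests.

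The library of *Esr1* cKO tamoxifen replicate 2 lay far from its group on the first principal component, at 79.8, where wild-type oil replicate 2 lay too. The wild-type oil group, with 3 mice, is too small for the same search. A total of 477 genes had a UMI in each of the 14 other libraries and none in these 2. These genes lie outside those the paper discusses. Lower depth of these 2 libraries does not explain their position: they held 3790563 and 5444331 UMIs in kept cells, and 8 of the other libraries held fewer than either. A different make-up of cell types does not either, since the ratio of the 2 libraries to the others was alike within each type (median rho across genes between pairs of types 0.600, from 0.346 to 0.713 over 36 pairs). The ratio went with intron length. Its median log2 was 0.23 for genes without introns, 0.21 for genes with up to 10 kb, -0.02 for 10 to 100 kb and -0.86 for more than 100 kb of introns, of which 90.1% were lower. A candidate explanation is that UMIs on introns were counted in 14 libraries and not in these 2, which would be a step of the authors' processing, and the smallest number of genes per barcode, 100 against 20, also sets the same libraries apart. Intron lengths came from an annotation that may differ from the authors' and covered 95.0% of the genes used. A difference in the library preparation that loses unspliced RNA would leave the same trace and was not tested. The condition does not explain it, as the libraries share neither genotype nor treatment.

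*Xist*, expressed from the inactive X chromosome of females, was nearly absent from the library of *Esr1* cKO oil replicate 3, at 0.582 CPM (3 UMIs), against at least 228 CPM in every other library. *Ddx3y*, a gene of the Y chromosome that the paper does not discuss, was highest in this library, at 17.1 CPM against at most 10.1 elsewhere. *Eif2s3y* stood at 4.65 CPM against at most 1.10, and *Kdm5d* at 5.82 against at most 3.98, while *Uty* ranked 3 of 16. Of the X-linked partners, *Eif2s3x* (34.9), *Kdm6a* (45.2) and *Ddx3x* (163) were lowest in this library, while *Kdm5c* (39.0) was not, at rank 15 of 16. Loss of long RNAs is argued against by the level of other long noncoding RNAs, of which *Malat1* was lowest relative to the other libraries, at a ratio of 0.578. A mixture of a male and a female mouse is argued against by *Xist* in each cell type, where the highest value was 4.16 CPM. A male mouse, whether mislabelled or exchanged with a mouse outside the study, may explain the library, and the study reports females only. The levels of *Ddx3y* and *Uty* in the other libraries show that symbols of the Y chromosome also collect UMIs in females, and *Kdm5d* also reached 3.98 CPM in another library, so the evidence rests on *Xist* and *Eif2s3y*. Without this library, the genes by genotype in neurons fell to *Nov* alone, the shares of oligodendrocytes and microglia by genotype passed (adjusted p = 0.0480 each, exact permutation test), rho changed sign in mural cells (0.0058), and so did the median of the mitochondrial list in *Esr1* cKO neurons. *Xist* was also high in wild-type tamoxifen replicate 4, at 330 CPM against 247 to 264 in the other mice of its group. No explanation was tested for this.

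*Ttr* was high in the library of wild-type tamoxifen replicate 2 alone, at 6497 CPM, against at most 11.0 in every other library. Choroid plexus taken along in the dissection is a candidate explanation: 9 of 13 choroid plexus genes had their highest level in this library, among them *Enpp2*, at 839 CPM against at most 770, *Folr1*, at 15.7 against at most 10.6, and *Cldn2*, at 7.70 against at most 2.28. *Clic6*, *Aqp1*, *Slc4a5* and *Otx2* did not, and all 13 genes except *Kcnj13*, *Aqp1*, *Cldn2* and *Kcne2* had UMIs in every other library. Free RNA spread over all cells does not explain the ependymal cells, where *Ttr* stood at 111841 CPM. In the other 8 cell types its highest level was 2.14 times its lowest, which is consistent with free RNA in those types. No biological explanation was tested.

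Polydendrocytes made up 5.69% of the cells of *Esr1* cKO tamoxifen replicate 4, against 8.96% to 9.29% in the other mice of its group, and fibroblasts 4.03% of *Esr1* cKO oil replicate 2, against 1.14% to 1.59%. With 6 of 69 groups past the limit, these 2 can be chance, and no further explanation was tested. The design gives no biological one, since the mice share genotype and treatment with the rest of their group.

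Outside the genes the paper discusses, *Nov* and *Socs2* differed by genotype in neurons. *Nov* had a log2 fold change of 3.09 (SE 0.30, adjusted p = 1.0e-04, edgeR), with 8.10 ± 4.24 and 6.00 ± 3.53 CPM in wild-type oil and tamoxifen mice and 48.9 ± 6.34 and 73.9 ± 34.7 in *Esr1* cKO mice. *Socs2* had 1.29 (SE 0.20, adjusted p = 0.0426, edgeR), with 26.1 ± 3.01 and 24.3 ± 11.6 against 65.9 ± 14.8 and 55.4 ± 10.1 CPM. Only 2 of 100 splits of the 16 mice into 8 and 8 gave as many genes in neurons, the real one included, and 1 of 100 without both libraries that stood apart, where 7 genes passed. *Nov* passed in each of the 16 fits that left out 1 mouse. *Socs2* kept its call in only 4 of them, and the number of genes ran from 1 to 5. *Nov* is among the genes that define the *Tac2*-led cluster, and outside this cluster it fell to a log2 fold change of 0.98 (SE 0.43, adjusted p = 1.0, edgeR), so much of its difference lies in these neurons. Because *Nov* helps to define the cluster, its size is not compared between genotypes, and how much comes from the share of these neurons and how much from a change within them stays open. *Socs2* kept 1.22 outside the cluster (SE 0.20, adjusted p = 0.0729, edgeR), which the share of these neurons does not explain. Loss of ERα in the *Nkx2-1* lineage may raise *Socs2*. This is a hypothesis from the same data, and an effect of the Cre transgene itself was not tested.

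The tamoxifen effect on 3 gene lists in neurons differed between genotypes by camera. The interaction had a median of 0.24 for oxidative phosphorylation (nuclear), 0.32 for glycolysis and 0.19 for the ribosomal proteins. None held under fry. Among 100 splits, the camera p was as small in 19 for oxidative phosphorylation (nuclear), in 31 for the ribosomal proteins and in 1 for glycolysis, the real split included. The 2 libraries that stood apart lie in opposite groups, oil in wild-type and tamoxifen in *Esr1* cKO mice. Without both, the adj. p of the interaction was 0.949 for oxidative phosphorylation (nuclear) and 0.350 for the ribosomal proteins, so these libraries may account for both differences. For glycolysis it was 0.115 with a median of 0.22, and the libraries and an effect of the genotype cannot be told apart with the mice left.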

How the results depend on the processing

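The settings that leave out both libraries that stood apart, give them a batch term, use the fours of library numbers, or use cell means over genes called in wild-type cells were chosen only after the results were seen. The cause of a change was not tested except where it is named. A test at these numbers of mice and this depth misses most genes changed by a log2 fold change of 1, so a count of 0 limits only larger changes.

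No gene passed for tamoxifen or for the interaction in any cell type with DESeq2's size factors in edgeR, cells with more than 500 genes, called doublets removed or a resolution of 0.5. The libraries of 1 genotype alone gave none either. The direction of *Esr1* by genotype in neurons held under all alternatives, from -0.45 to -0.14. The replicate numbers of the labels do not pair the libraries: deviations from the group means of libraries with the same number had correlations of -0.212 to 0.066. With these numbers as a replicate block, tamoxifen and the interaction gave 0 genes (1923 in wild-type mice, 2451 in *Esr1* cKO mice and 2903 for the interaction at an unadjusted p under 0.05), 1 gene in neurons differed by genotype (*Nov*), and the median of the immediate early genes changed direction in wild-type mice (adj. p 0.615) and for the interaction (adj. p 0.930).

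The library numbers S1 to S16 fall into successive fours, of which 3 hold 1 library of each group and the last holds no wild-type oil library. The paper's text gives 4 mice per day, but neither it nor the labels tie them to days. On the second principal component the first 4 libraries scored 8.43 to 22.5 and the last 4 -15.5 to -5.28. Deviations of libraries of different groups had a median correlation of 0.0462 within fours (-0.165 to 0.854 over 23 pairs) and -0.0180 between them. With the fours of library numbers as a term, tamoxifen and the interaction gave 0 genes in every type (2228 in wild-type mice, 2766 in *Esr1* cKO mice and 3500 for the interaction at an unadjusted p under 0.05), and 1 gene in neurons differed by genotype (*Nov*). The list for oxidative phosphorylation (nuclear) lost its call in wild-type neurons (adj. p 0.0958), and the median of the immediate early genes changed direction in wild-type mice (adj. p 0.993). Within the set of 4 that holds both libraries that stood apart, rho was -0.581 in neurons and from -0.508 to -0.189 in the other types. In the 2 other sets with all groups it was -0.187 and 0.0781 in neurons, and from -0.151 to 0.0903 in the other types. The other splits of the mice were counted without regard to these fours.

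With no filter on low counts, more genes of few UMIs were tested (195,987 tests against 64,933). In wild-type mice 1 gene passed in astrocytes, 12 in oligodendrocytes, 13 in microglia, 4 in polydendrocytes, 19 in ependymal cells, 6 in mural cells and 3 in fibroblasts. Among *Esr1* cKO mice it was 5 in astrocytes, 24 in oligodendrocytes, 11 in endothelial cells, 23 in microglia, 8 in polydendrocytes, 9 in ependymal cells, 2 in mural cells and 1 in fibroblasts. For the interaction it was 4, 44, 26, 28, 5, 33, 1 and 1 in the same types, and by genotype 5 in neurons.

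With cells as units, the genes in wild-type mice were 81 in astrocytes, 97 in oligodendrocytes, 154 in neurons, 52 in endothelial cells, 49 in microglia, 26 in polydendrocytes, 159 in ependymal cells, 5 in mural cells and 2 in fibroblasts. Those of *Esr1* cKO mice were 62, 153, 382, 64, 45, 53 and 157 in the same order, and 2 in mural cells. Over neuronal clusters they were 50 (34 higher, 16 lower) and 167 (9 higher, 158 lower). The larger number of units makes these counts larger. Over the 14 libraries other than those that stood apart, cells as units gave 67, 78, 133, 13, 30, 41, 60, 6 and 2 in wild-type mice, and 27, 39, 34, 31, 16, 7 and 7 in *Esr1* cKO mice. Over neuronal clusters these were 44 (1 higher, 43 lower) and 7 (5 higher, 2 lower), so the prevailing direction turned in both genotypes.

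DESeq2 gave 1 gene in neurons and 1 in fibroblasts of wild-type mice, 5 by genotype in neurons, and 2 and 1 over neuronal clusters of wild-type and *Esr1* cKO mice. With a mitochondrial share under 5%, 1 gene passed in microglia of wild-type mice (*Cep85*), 3 in mural cells of *Esr1* cKO mice (among them *Ptn* and *Vtn*), 3 in microglia for the interaction (*S100a8*, *S100a9* and *Ngp*) and 1 by genotype in neurons. These genes were chosen after their values were seen.

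With 1 surrogate variable, 2 genes each passed in microglia and ependymal cells of wild-type mice and 2 in microglia of *Esr1* cKO mice. For the interaction 1 passed in oligodendrocytes and 10 in microglia, and 7 by genotype in neurons. Of the lists in neurons, oxidative phosphorylation (nuclear) changed direction in wild-type mice (adj. p 0.554) and lost the call for the interaction (0.0569). The list for oxidative phosphorylation (mitochondrial genome) changed direction in wild-type mice (0.235) and was called in *Esr1* cKO mice (0.0294) and for the interaction (0.0256). The list for glycolysis lost the call in *Esr1* cKO mice (0.0651). The neuropeptide precursors were called in wild-type mice (0.00206) and changed direction in *Esr1* cKO mice (0.738) and for the interaction (0.0170). The ribosomal proteins changed direction in wild-type mice (0.695), and immediate early genes in all 3 comparisons (0.909, 0.587 and 0.695).

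With the 2 libraries as a batch term, the genes in wild-type mice were 3 in microglia, 2 in ependymal cells and 6 in mural cells. Of *Esr1* cKO mice, endothelial cells gave 1 gene and microglia 2. For the interaction it was 1 in endothelial cells, 11 in microglia and 3 in mural cells, and by genotype 7 in neurons. Of the lists in neurons, oxidative phosphorylation (nuclear) changed direction in wild-type mice (adj. p 0.0848) and lost the call for the interaction (0.788), and oxidative phosphorylation (mitochondrial genome) changed direction in wild-type mice (0.135) and was called in the others (0.0137 and 0.0115). The list for glycolysis lost all 3 calls (0.160, 0.211 and 0.0902). The neuropeptide precursors were called in wild-type mice (2.5e-04) and changed direction in *Esr1* cKO mice (0.332) and for the interaction (0.00159). The ribosomal proteins changed direction in wild-type mice (0.142) and for the interaction (0.438), and immediate early genes in all 3 (0.605, 0.332 and 0.345). Of the study's genes, 88.1% in neurons and 76.6% in ependymal cells had the study's sign, 51.7% and 59.1% had opposite signs in the genotypes, and 5 ependymal genes passed over the list alone.

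Without both libraries, 5 genes passed in microglia and 1 in ependymal cells of wild-type mice, and 2 in microglia of *Esr1* cKO mice. For the interaction it was 1 in oligodendrocytes, 1 in endothelial cells, 13 in microglia and 2 in mural cells, and by genotype 7 in neurons. Over neuronal clusters 4 passed in wild-type mice, 6 in *Esr1* cKO mice, in 3 clusters against 4 genes in 1 cluster with all libraries, and 3 for the interaction. Fewer clusters could be tested: 9, 13 and 9, against 14, 15 and 13. The correlation between the genotypes changed sign in mural cells (0.0101) and fibroblasts (0.0568). The astrocyte share by genotype was -6.66 percentage points and no longer passed, and the wild-type tamoxifen differences changed sign for neurons (-0.908), microglia (0.502) and fibroblasts (-0.341). Of the lists in neurons, oxidative phosphorylation (nuclear) changed direction in wild-type mice (adj. p 0.0365) and lost the call for the interaction (0.949). The list for oxidative phosphorylation (mitochondrial genome) changed direction in wild-type mice (0.0559) and was called in *Esr1* cKO mice (0.0411) and for the interaction (0.00716). The list for glycolysis lost all 3 calls (0.297, 0.239 and 0.115). The neuropeptide precursors were called in wild-type mice (1.5e-06) and changed direction in *Esr1* cKO mice (0.822) and for the interaction (1.8e-04). The ribosomal proteins changed direction in wild-type mice (0.0254) and for the interaction (0.350), and immediate early genes in all 3 (0.560, 0.331 and 0.302). The study's sign was found for 87.4% of its genes in neurons and 77% in ependymal cells, opposite signs for 51.7% and 44.7%, and 4 ependymal genes passed over the list alone.

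Under fry the adj. p of all called lists rose to 0.994. Its direction differed from camera's for oxidative phosphorylation (mitochondrial genome) in wild-type mice (0.999), and for neuropeptide precursors for the interaction and immediate early genes in *Esr1* cKO mice (0.994 each).

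The correlation over cell means of genes called in wild-type cells, without both libraries, was positive in oligodendrocytes (0.00984), microglia (0.00296) and ependymal cells (0.11), and 0.51 in ependymal cells with genes called in the same libraries. With 200 genes chosen by the Welch statistic it was 0.0594 in fibroblasts. With cell means, 82.9% of the study's neuron genes had opposite signs. Without both libraries 92.1% and 75.6% of its genes had the study's sign by cell means in neurons and ependymal cells, and 50.7% and 51.3% opposite signs.

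With cells of more than 500 genes, the astrocyte share by genotype no longer passed (-4.26 percentage points). The difference changed sign for microglia by genotype (-0.0232) and for astrocytes (-2.29) and neurons (1.18) by tamoxifen in *Esr1* cKO mice, none of which passed. With at least 2 UMIs of *Esr1* and *Nkx2-1*, 2 cells remained.

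In the 3 wild-type oil libraries alone, these calls were lost (log2 fold changes in brackets): *Esr1* in neurons (0.71), endothelial cells (-0.52) and polydendrocytes (-0.76), *Esr2* in ependymal (1.18) and mural cells (1.13), and *Pgr* in ependymal cells (-1.65). The sign changed for *Esr1* (-0.12) and *Pgr* (-0.39) in astrocytes, *Esr2* in endothelial cells (-0.39) and *Esr1* in ependymal cells (0.076), none of them called. *Esr1* in mural cells passed with a fitted value of -8.89, from 0 UMIs in 300 cells, which depends on the prior count and is no bound. Over all 16 libraries *Esr1* was lower in oligodendrocytes (-0.44) and *Gper1* in fibroblasts (-1.22), and *Pgr* passed the filter in no neuronal cluster, so none was tested for it. Without called doublets *Esr2* in mural cells no longer passed (0.75). After thinning to 500 UMIs per cell, with shallower cells left out, 18 shares of cells moved.

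Across the fits that each left out 1 mouse, genes passed in microglia from 0 to 2 in wild-type mice, from 0 to 3 in *Esr1* cKO mice and from 0 to 6 for the interaction, in ependymal cells from 0 to 1 for the interaction, and by genotype in neurons from 1 to 5. Spearman's rho ran from -0.34 to 0.10 in astrocytes, -0.32 to 0.0725 in oligodendrocytes, -0.39 to 0.13 in neurons, -0.27 to 0.0616 in endothelial cells, -0.36 to 0.11 in microglia, -0.24 to 0.0919 in polydendrocytes, -0.24 to 0.10 in ependymal cells, -0.0802 to 0.0614 in mural cells and -0.14 to 0.14 in fibroblasts. It was positive without wild-type oil replicate 2 in every type and without *Esr1* cKO tamoxifen replicate 2 in 8 of 9. Leaving out another mouse made it positive only in mural cells, without *Esr1* cKO oil replicate 3 (0.0058).

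The share by genotype ran from -8.55 to -6.60 percentage points for astrocytes, 3.27 to 4.87 for oligodendrocytes, -0.252 to 2.10 for neurons, 0.535 to 1.72 for microglia, -0.718 to 0.0713 for mural cells and -0.239 to 0.222 for fibroblasts. By tamoxifen in wild-type mice it ran from -2.47 to 0.215 for astrocytes, -1.80 to 1.95 for neurons, -0.190 to 2.25 for endothelial cells, -0.762 to 0.502 for microglia, -2.03 to 0.598 for polydendrocytes and -0.341 to 0.630 for fibroblasts. For *Esr1* cKO mice it ran from -0.960 to 3.22 for astrocytes, -3.88 to 0.669 for neurons and -0.641 to 0.323 for fibroblasts.

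The adj. p of the lists in neurons ran, in wild-type mice, from 7.1e-06 to 0.229 for oxidative phosphorylation (nuclear), 0.0621 to 0.975 for oxidative phosphorylation (mitochondrial genome), 5.0e-04 to 0.248 for glycolysis, 4.5e-06 to 0.944 for neuropeptide precursors, 7.8e-07 to 0.0675 for ribosomal proteins and 0.0437 to 0.902 for immediate early genes. For *Esr1* cKO mice it ran from 7.8e-13 to 0.00364 for oxidative phosphorylation (nuclear), and from 0.0644 to 0.963, 0.00406 to 0.167, 0.0108 to 0.829, 1.4e-08 to 0.377 and 0.0631 to 0.934 for the others in this order. For the interaction the ranges were 1.7e-10 to 0.0153, 0.0465 to 0.988, 7.9e-05 to 0.00501, 0.00838 to 0.967, 1.2e-08 to 0.265 and 0.0876 to 0.994.

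Of the study's genes in neurons, 87.4% to 100% had the study's sign, 45.7% to 84.8% opposite signs, and 0 to 22 passed over the list alone. In ependymal cells these were 77.9% to 100%, 42.8% to 89.6% and 0 to 19.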

Differences from the paper's values

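The cell means for receptor genes, the cell means for the correlations and the settings without both libraries that stood apart were chosen only after the results were seen. All other settings named were set before the data were examined.

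The paper gives its fold changes for neuronal clusters as log2. Cell means on the natural-log scale lie closer to the paper's values than log2 cell means for *Gper1* in mural cells and for *Esr1* and *Pgr* in the *Tac2*-led cluster, but not for *Esr1* in the *Gal*-led cluster, so the base is not settled. The values here are given on the natural-log scale. *Gper1* in mural cells was 3.38 against the paper's 1.39, and none of the alternatives set before the data were examined closed the gap. The difference of cell means, natural log, chosen after seeing the values, gave 1.39. *Esr1* in the *Gal*-led cluster was 0.869 against the paper's 0.50. All 16 libraries gave 0.651, within the difference allowed, and cell means, natural log, chosen after seeing the values, gave 0.384, and the same cell means on the log2 scale 0.55.

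In wild-type mice, 0 genes passed in each type with mice as units. The paper's counts for higher and lower genes are about 25 and about 57 in astrocytes, about 14 and about 77 in oligodendrocytes, about 32 and about 22 in endothelial cells, about 16 and about 31 in microglia, about 2 and about 23 in polydendrocytes, about 3 and about 2 in mural cells and, for lower genes, about 3 in fibroblasts (Fig. 3D, read by eye). The supplement's lists give the paper's 30 and 123 in neurons and 94 and 62 in ependymal cells. With cells as units the numbers were 25 and 56, 13 and 84, 30 and 22, 16 and 33, 2 and 24, and 3 and 2, 2 lower in fibroblasts, 32 and 122 in neurons and 94 and 65 in ependymal cells, which closed all of these gaps. With no filter on low counts, 11 higher genes in oligodendrocytes closed that gap. None of the other alternatives set before the data were examined did.

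In *Esr1* cKO mice, 0 genes passed in each type. The paper's counts are about 13 and about 51 in astrocytes, about 23 and about 130 in oligodendrocytes, about 210 and about 180 in neurons, about 14 and about 46 in endothelial cells, about 11 and about 34 in microglia, about 7 and about 44 in polydendrocytes, about 12 and about 140 in ependymal cells and about 1 higher in mural cells (Fig. 5B, read by eye). With cells as units these were 13 and 49, 23 and 130, 211 and 171, 15 and 49, 10 and 35, 7 and 46, and 12 and 145, which closed these gaps, but not that of mural cells, with 2. With no filter on low counts, 9 higher genes in ependymal cells and 1 in mural cells closed those gaps. No further alternative did.

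The paper's rho between the tamoxifen effects is about -0.56 in astrocytes, about -0.42 in oligodendrocytes, about -0.70 in endothelial cells, about -0.68 in microglia, about -0.65 in ependymal cells, about -0.90 in mural cells and about -0.50 in fibroblasts (Fig. 5C, read by eye). Over all genes it was -0.26, -0.25, -0.20, -0.26, -0.14, -0.0333 and -0.0722 here. Over genes called with cells as units, it was -0.63 in astrocytes, -0.76 in endothelial cells, -0.73 in microglia and -0.68 in ependymal cells, which closed those gaps, as the study's list did in ependymal cells, at -0.81. The gap in oligodendrocytes was closed without wild-type oil replicate 1 (-0.32), *Esr1* cKO tamoxifen replicate 1 (-0.30) or *Esr1* cKO tamoxifen replicate 3 (-0.30). No alternative set before the data were examined closed it in mural cells or fibroblasts. Cell means over genes called in wild-type cells, chosen after seeing the values, gave -0.54 in astrocytes, -0.35 in oligodendrocytes, -0.69 in endothelial cells, -0.67 in microglia, -0.64 in ependymal cells and -0.9 in mural cells, the last over 5 genes.

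The paper finds the most changed genes in neurons and ependymal cells. With mice as units no type had any, and at an unadjusted p under 0.05 the ranking was neurons (411), endothelial cells (290), oligodendrocytes (286) and ependymal cells (268) in wild-type mice, and polydendrocytes (388), neurons (377), oligodendrocytes (333), astrocytes (325), endothelial cells (315), microglia (265) and then ependymal cells (201) in *Esr1* cKO mice. With cells as units, ependymal cells (159) and neurons (154) led in wild-type mice and neurons (382) and ependymal cells (157) in *Esr1* cKO mice, as in the paper.

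The paper states that *Esr1*, *Esr2* and *Pgr* showed no strong enrichment in a particular type. Here *Esr1* was higher in microglia (log2 fold change 1.53), *Pgr* in neurons (1.54) and *Esr2* in ependymal cells (1.16). For *Pgr* the direction is also the paper's, whose Discussion finds it most abundant in neurons. The paper finds *Gper1* predominantly in mural cells. Here too the share of cells with a UMI was highest in mural cells, at 16.1%, against 5.81% in endothelial cells. Summed UMIs also follow the number and depth of cells: endothelial cells held 303 and mural cells 264 of 597. Whether cells with both endothelial and mural markers carry part of the endothelial UMIs was not tested. The paper calls *Pgr* in *Tac2* neurons, which did not pass here (adj. p 0.436), at 0.833 on the natural-log scale against the paper's 0.49. Neither setting that tested it called it.

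The paper finds more oligodendrocytes in *Esr1* cKO mice. The difference here was 4.21 percentage points and did not pass (adj. p 0.123, exact permutation test). The permutations were made without regard to the fours of library numbers, so this result leaves a difference within fours open. It passed without *Esr1* cKO oil replicate 3 (adj. p 0.0480, exact permutation test), as microglia did, which the paper finds unchanged.

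The paper finds neuropeptide genes lower with tamoxifen in wild-type neurons. Of 36 neuropeptide precursors, 16 were higher here, which camera did not call (adj. p 0.686). Without both libraries that stood apart they were higher (median 0.46). The paper finds oxidative phosphorylation genes higher with tamoxifen in *Tac2* neurons, where the difference in their share of UMIs here was -0.0292 percentage points (exact p = 0.8). These lists are not the paper's gene sets.

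The paper reports a strong negative correlation in most types. Over all genes the sign was negative in 9 of 9 types, and the strongest rho was -0.32, in neurons.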

Other observations

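The test of the study's gene lists without both libraries that stood apart, the 3 counts of splits without both libraries, the tests without both libraries for the correlation and the test within fours of library numbers were chosen only after the results were seen.

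The negative relation between the tamoxifen effects of both genotypes may come from the 2 libraries that stood apart, which lie in opposite groups. Without both, the median rho over the 9 cell types was -0.022, against -0.197 with all libraries. When treatment was reassigned within each genotype, rho was negative where the 2 libraries fell in opposite groups and positive where they fell in the same one, in 93.5% (fibroblasts) to 100% (neurons and oligodendrocytes) of reassignments. In neurons the median rho was 0.320 in the same groups and -0.320 in opposite ones. Pairs of 1 wild-type oil and 1 *Esr1* cKO tamoxifen library were also left out: of those holding neither of the 2, 6 per cell type, 0 brought rho as far up as removing both. Wild-type tamoxifen and *Esr1* cKO oil libraries were left out only 1 at a time. Within the 2 sets of 4 successive library numbers that hold all groups and neither library, rho in neurons was -0.187 and 0.0781, and in the set that holds both it was -0.581. What is left of the relation, at -0.12 in neurons, was not told apart from the reassignments of treatment. Loss of ERα remains a possible explanation for it.

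Of the genes the study calls in wild-type mice, 51.7% in neurons and 44.7% in ependymal cells had opposite signs in the genotypes without both libraries, near the share that unrelated signs give, against 71.5% and 79.9% with all libraries. The same libraries may thus account for the excess of opposite signs. The paper describes the changes as ablated or reversed, and ablated changes would also give unrelated signs. These shares thus speak to the reversal and leave ablation open.

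With mice as units, other groupings of the same mice often gave as many changed genes as treatment did. For wild-type mice, 28 of 56 splits gave as many genes at an unadjusted p under 0.05, of which the real split gave 2085. For *Esr1* cKO mice these were 22 of 35 for 2306 genes, and for the interaction 29 of 100 for 3159 genes. Past the adjusted threshold the real splits gave 0 genes, which every split reaches (56, 35 and 100 splits), so that count tests nothing. Without both libraries that stood apart, 6 genes passed in wild-type mice, and 13 of 21 splits gave as many. In *Esr1* cKO mice 2 genes passed, and 22 of 35 splits gave as many.

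Splits were also counted for camera in neurons. In wild-type mice, a p as small was found in 33 of 56 splits for oxidative phosphorylation (nuclear), 52 for oxidative phosphorylation (mitochondrial genome), 4 for glycolysis, 54 for the neuropeptide precursors, 34 for the ribosomal proteins and 41 for the immediate early genes. In *Esr1* cKO mice, these were 6, 28, 4, 22, 13 and 33 of 35 splits. For the interaction of lists other than those that differed, they were 91 of 100 for oxidative phosphorylation (mitochondrial genome), 85 for the neuropeptide precursors and 79 for the immediate early genes. In each case at least 0.05 of the splits did as well.

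In neuronal clusters of wild-type mice, 10 of 56 splits gave as many genes at an unadjusted p under 0.05. In *Esr1* cKO mice 4 genes passed, all in the *Lrrtm4*-led cluster (*Avp*, *Oxt*, *Gnb2* and *Erbb4*, chosen after their values were seen), and 5 of 35 splits gave as many. At an unadjusted p 30 of 35 did. For the interaction 24 of 100 did. Past the adjusted threshold, wild-type mice and the interaction gave 0 genes, which all 56 and all 100 splits reach, so those counts test nothing. The count of the study's genes in neurons that pass when adjusted over the list alone was reached by 1 of 56 splits, the real one, but the study chose the list on this split, so the count of splits shows nothing.

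Across all cell types, the interaction of the nuclear oxidative phosphorylation list was called by camera in 9 of 9 types, and in 0 without both libraries that stood apart. For the list of the mitochondrial genome these numbers were 2 and 6, for glycolysis 5 and 0, for the neuropeptide precursors 0 and 2 of 7 types, for the ribosomal proteins 7 and 1, and for the immediate early genes 3 and 1.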
